# Generation of marmoset primordial germ cell–like cells under chemically defined conditions

**DOI:** 10.26508/lsa.202302371

**Published:** 2024-03-18

**Authors:** Julia Kurlovich, Ignacio Rodriguez Polo, Oleksandr Dovgusha, Yuliia Tereshchenko, Carmela Rieline V Cruz, Rüdiger Behr, Ufuk Günesdogan

## Abstract

Primordial germ cells (PGCs) are the embryonic precursors of sperm and oocytes, which transmit genetic/epigenetic information across generations. Mouse PGC and subsequent gamete development can be fully reconstituted in vitro, opening up new avenues for germ cell studies in biomedical research. However, PGCs show molecular differences between rodents and humans. Therefore, to establish an in vitro system that is closely related to humans, we studied PGC development in vivo and in vitro in the common marmoset monkey *Callithrix jacchus* (*cj*). Gonadal cjPGCs at embryonic day 74 express SOX17, AP2Ɣ, BLIMP1, NANOG, and OCT4A, which is reminiscent of human PGCs. We established transgene-free induced pluripotent stem cell (cjiPSC) lines from foetal and postnatal fibroblasts. These cjiPSCs, cultured in defined and feeder-free conditions, can be differentiated into precursors of mesendoderm and subsequently into cjPGC-like cells (cjPGCLCs) with a transcriptome similar to human PGCs/PGCLCs. Our results not only pave the way for studying PGC development in a non-human primate in vitro under experimentally controlled conditions, but also provide the opportunity to derive functional marmoset gametes in future studies.

## Abstract (precis)

Marmoset primordial germ cells (PGCs) express SOX17, AP2Ɣ, and BLIMP1 in vivo, and under specific feeder-free conditions, marmoset iPSCs can be induced into PGC-like cells in vitro.

## Introduction

Mammalian primordial germ cells (PGCs) are specified during or shortly after implantation of the embryo in the uterus and give rise to gametes after birth. During specification, PGCs up-regulate a set of key transcription factors, whose activity leads to suppression of somatic differentiation, reacquisition of transient pluripotency, and epigenetic programming, including global DNA demethylation (Kobayashi & Surani, 2018). PGCs then migrate to the prospective gonads, where they eventually undergo sex determination and gametogenesis.

The development of post-implantation embryos and PGCs in rodents shows significant differences compared with other mammals (Kobayashi & Surani, 2018). PGC specification within the cup-shaped epiblast of mice occurs after implantation through secreted BMP4 signalling from the adjacent extraembryonic ectoderm (ExE) and WNT3A activity within the epiblast and surrounding visceral endoderm (Lawson et al, 1999; Ohinata et al, 2009; Aramaki et al, 2013). In particular, the downstream WNT effector BRACHYURY (also known as T or TBX-T) induces the expression of the key PGC transcription factors BLIMP1 (encoded by *Prdm1*) and PRDM14, which results in the expression of AP2Ɣ (encoded by *Tfap2c*) (Aramaki et al, 2013). These factors are required for PGC development, as they control the transcriptional programme of PGCs, which involves the maintenance or up-regulation of pluripotency factors, including OCT4A, SOX2, and NANOG (Ohinata et al, 2005; Yamaji et al, 2008; Weber et al, 2010). Accordingly, the induced expression of BLIMP1, PRDM14, and AP2Ɣ is sufficient to drive the PGC fate in vitro (Magnúsdóttir et al, 2013; Nakaki et al, 2013).

In contrast to rodents, non-human primate (NHP) and human post-implantation embryos consist of a bilaminar disc with the epiblast overlying the hypoblast (primitive endoderm), and a structure reminiscent of the mouse ExE has not been identified to date. Primate PGC specification relies on BMP and WNT activity acting through GATA2/3 and EOMES, respectively (Kojima et al, 2017, 2021). This results in the induction of a core transcriptional network including SOX17, BLIMP1, and AP2Ɣ (Irie et al, 2015; Sasaki et al, 2015; Sugawa et al, 2015). Before gastrulation, PGCs in cynomolgus monkeys and marmosets are located within the extraembryonic amnion, indicating an extraembryonic origin of NHP PGCs (Sasaki et al, 2016; Bergmann et al, 2022). However, it has been suggested that both amnion and PGCs might arise from common epiblast progenitor cells characterised by the expression of AP2ɑ (encoded by *TFAP2A*) (Chen et al, 2019; Castillo-Venzor et al, 2023). After PGC specification, human and macaque PGCs up-regulate pluripotency-associated genes such as NANOG and OCT4A, but in contrast to rodents, SOX2 remains repressed (Irie et al, 2015; Sasaki et al, 2015; Sugawa et al, 2015).

The developmental pathway of mammalian germ cells can be reconstituted in vitro. In particular, pluripotent stem cells (PSCs) such as embryonic stem cells (ESCs) or induced pluripotent stem cells (iPSCs) of rodents, primates, and other mammals can be differentiated into PGC-like cells (PGCLCs), which represent early PGCs in vivo (Hayashi et al, 2011; Irie et al, 2015; Sasaki et al, 2015; Sugawa et al, 2015; Sosa et al, 2018; Overeem et al, 2023; Seita et al, 2023; Shono et al, 2023). Mouse PGCLCs (mPGCLCs) can even give rise to functional mature oocytes or spermatocytes in vitro when aggregated with gonadal somatic cells to generate reconstituted ovaries or testes (Hayashi et al, 2012; Hikabe et al, 2016; Ishikura et al, 2016, 2021; Yoshino et al, 2021). In addition, human or NHP PGCLCs aggregated with mouse gonadal cells or transplanted into the gonadal niche can further differentiate and give rise to late PGCLCs, pre-meiotic spermatogonia-/oogonia-like cells, or meiotic oocytes (Yamashiro et al, 2018; Hwang et al, 2020; Gyobu-Motani et al, 2023; Seita et al, 2023; Shono et al, 2023).

The differentiation of PGCLCs depends on the pluripotent state of iPSCs or ESCs. For example, human ESCs (hESCs) cultured with four inhibitors and LIF, bFGF, and TGFβ harbour some features of naïve pluripotency, including developmental competence to directly acquire the PGC fate upon the addition of BMP2/4 and other cytokines (Irie et al, 2015). In contrast, human or macaque ESCs cultured in other commercially available media, such as Essential 8 (E8), exhibit primed pluripotency and give rise to PGCs in response to the addition of BMP2/4 only after differentiation into precursors of mesendoderm-like cells (pre-ME) (Kobayashi et al, 2017).

These studies open up the prospect of complete in vitro gametogenesis using human pluripotent stem cells (hPSCs). However, monitoring the faithful in vitro differentiation of human gametes requires functional experiments and a reference to embryonic germ cells, which is not possible for ethical reasons. Therefore, it is necessary to establish alternative model systems for germ cell research, which are closely related to humans. We focussed on the marmoset *Callithrix jacchus* (cj), a small New World monkey, which has a short generation time compared with other NHPs, a larger litter size (two to three pups instead of singletons in macaques), and a higher gestation frequency (2 litters per year instead of one every 2–3 yr in macaques) (Mansfield, 2003; Pittet et al, 2017). In addition, in vitro fertilisation and transgenesis technologies are well established for this species (Sasaki et al, 2009; Okano et al, 2012; Takahashi et al, 2014; Drummer et al, 2021). We show that post-migratory PGCs in marmoset gonads express PGC genes known to be expressed also in human PGCs (hPGCs). We established and characterised marmoset iPSC (cjiPSC) lines under transgene- and feeder-free conditions. Notably, these cjiPSC lines were generated and maintained following previously established conditions for human, macaque, and baboon cells (Stauske et al, 2020; Yoshimatsu et al, 2021; Rodríguez-Polo et al, 2022). Importantly, under specific chemically defined culture conditions, these cells can be induced into marmoset PGCLCs (cjPGCLCs), which exhibit a similar expression profile to embryonic cjPGCs and hPGCs/human PGCLCs (hPGCLCs). Thus, our approach establishes the first step of marmoset in vitro gametogenesis under defined conditions using PSCs.

## Results

### Characterisation of gonadal marmoset PGCs

We asked whether post-migratory cjPGCs within the gonads have an expression profile similar to that of other NHPs and humans. We isolated genital ridges from two male marmoset embryos at embryonic day (E) 74, which corresponds to Carnegie stage (CS) 18 (Butler, 2017). CjPGCs were readily identified in the developing gonads by the co-expression of the characteristic PGC markers AP2Ɣ and BLIMP1, as well as pluripotency factors OCT4A and NANOG (Fig 1). Importantly, cjPGCs were positive for SOX17 and negative for SOX2. These results suggest that cjPGCs have an expression profile of key PGC markers comparable to other primate species, including humans and macaques (Irie et al, 2015; Sasaki et al, 2015, 2016; Sugawa et al, 2015; Kobayashi et al, 2017).

**Figure 1.**
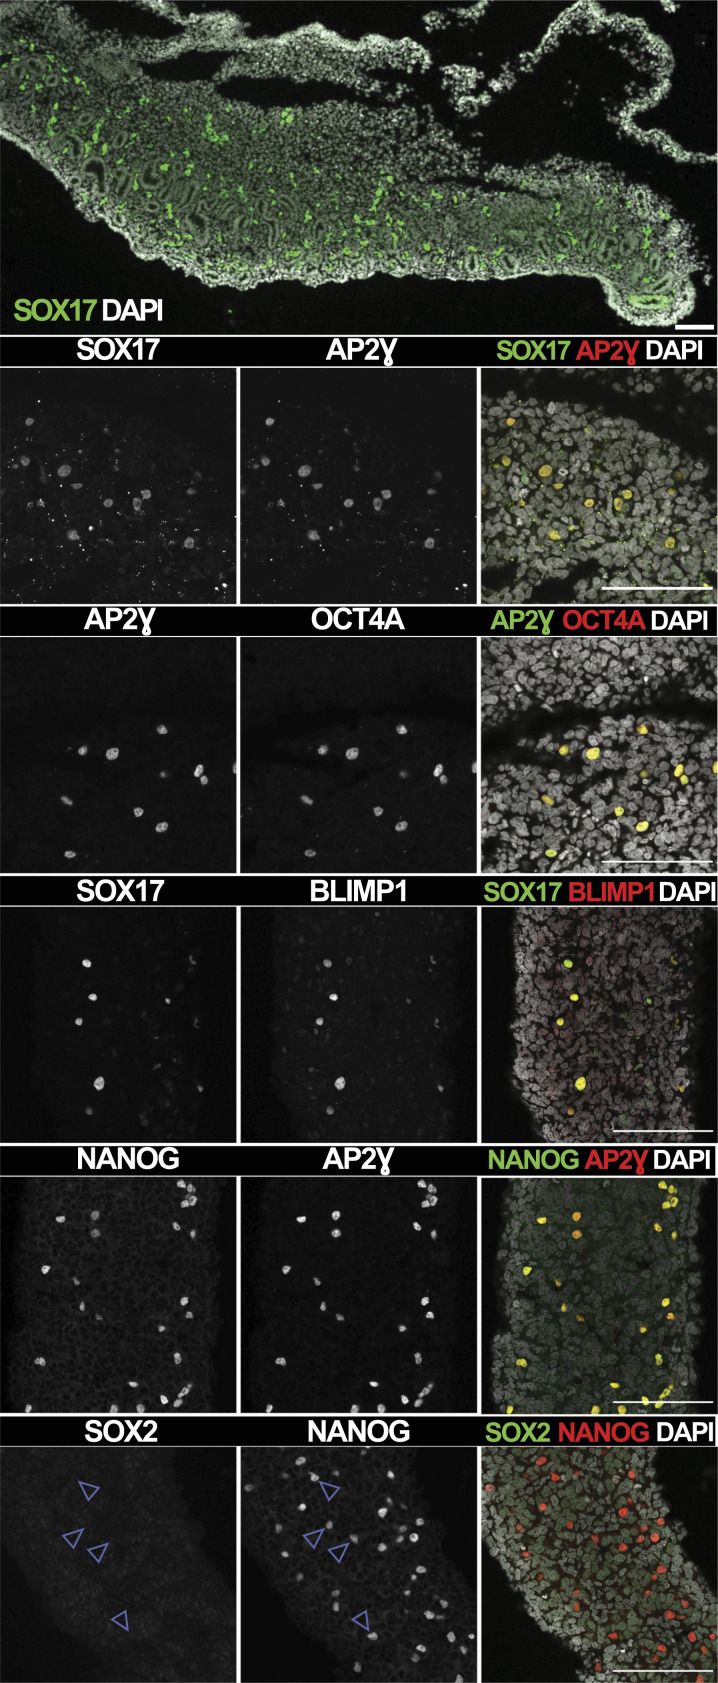
cjPGCs at E74 show an expression profile similar to hPGCs. Immunofluorescence images of marmoset E74 genital ridge sections, which were stained for SOX17, AP2Ɣ, OCT4A, NANOG, BLIMP, and SOX2. Top three rows: genital ridges isolated from embryo 1; bottom three rows: genital ridges isolated from embryo 2. Top row: scale bar, 50 μm. Other rows: scale bars, 100 μm.

### Marmoset fibroblast reprogramming into cjiPSCs

To further establish the marmoset monkey as a model for studying germ cell development in vitro, we first generated a panel of cjiPSC lines. We followed our previously described approach to derive iPSCs from human, macaque, and baboon fibroblasts under feeder- and transgene-free conditions (Stauske et al, 2020; Rodríguez-Polo et al, 2022) (Fig 2A). To this end, primary fibroblasts isolated from one foetal and two postnatal marmosets were transfected with episomal plasmids for the transient expression of human OCT3/4, SOX2, KLF4, L-MYC, LIN28, and a small hairpin RNA against p53 (Okita et al, 2011). After transfection with the episomal plasmids, primary cells were maintained for ∼40 d in E8 medium or Universal Primate Pluripotent Stem Cell (UPPS) medium (Table S1) (Rodríguez-Polo et al, 2022), resulting in putative cjiPSC colonies with characteristic morphology (Fig 2A and B).

**Figure 2.**
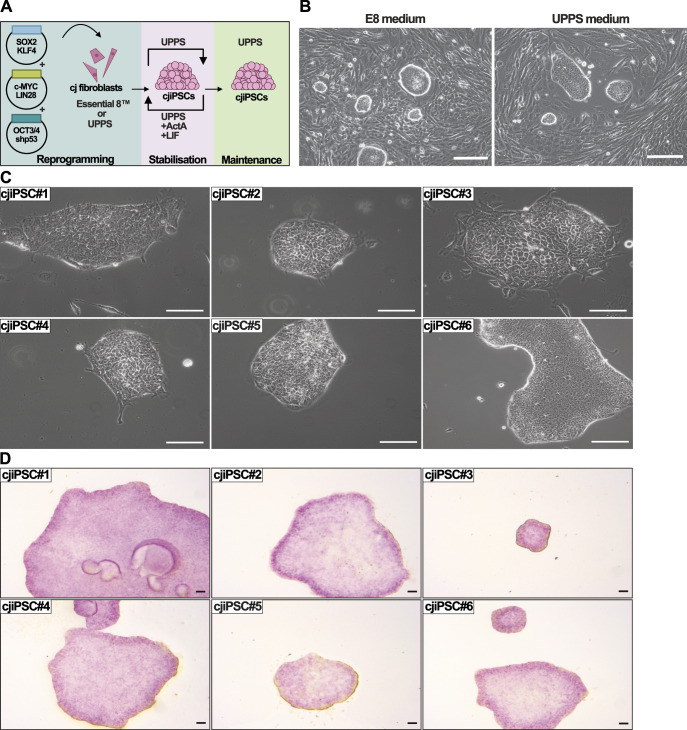
Derivation and characterisation of cjiPSCs. **(A)** Overview of cjiPSC derivation by reprogramming of fibroblasts. Culture conditions for cjiPSC stabilisation and maintenance conditions are depicted. **(B)** Brightfield images of foetal fibroblast primary culture 30d after transfection with reprogramming plasmids maintained in E8 medium (left) or Universal Primate Pluripotent Stem Cell medium (right). **(C)** Brightfield images of cjiPSC colonies (DPZ_cjiPSC#1-6) maintained in Universal Primate Pluripotent Stem Cell medium. **(D)** Alkaline phosphatase staining of cjiPSC colonies (DPZ_cjiPSC#1-6). Scale bars, 100 μm.

Table S1 Compositions of media used to culture cjiPSCs.

Between d30 and d40, cjiPSC colonies were manually picked and expanded in UPPS medium. After ∼5 passages, the cjiPSC lines gave rise to flat and compact colonies with sharp borders and cells with an apparently high nucleus-to-cytoplasm ratio, which is reminiscent of primed hiPSCs (Stauske et al, 2020). Between passages 5 and 10, we selected six cjiPSC lines, two derived from neonatal fibroblasts (DPZ_cjiPSC#1 and DPZ_cjiPSC#6) and four from foetal fibroblasts (DPZ_cjiPSC#2-5) (Fig 2C). However, in contrast to human or other NHP iPSCs under identical conditions (Stauske et al, 2020), the putative cjiPSC lines were less stable at early passages resulting in a high percentage of differentiated cells. To address this, we empirically tested the addition of different combinations of small molecules and cytokines to the UPPS medium. We were able to stabilise the cjiPSC lines by alternating the cell culture conditions every two to three passages between UPPS medium alone and UPPS medium together with Activin A (ActA) and LIF (Fig 2A). Around passages 10–15, six selected cjiPSC lines (DPZ_cjiPSC#1-6) could be stably maintained in UPPS medium alone (Fig 2C). After expansion, we confirmed pluripotency-associated alkaline phosphatase activity in the six cjiPSC lines (Fig 2D).

PCR analysis showed that five of six lines (DPZ_cjiPSC#2-6) lost the episomes by passage 15 (Fig 3A). In addition, semi-quantitative transcript abundance analysis by RT–PCR confirmed that the cell lines expressed the endogenous pluripotency factors *OCT4*, *KLF4*, and *c-MYC* at high levels (Fig 3B). In addition, four further characterised cjiPSC lines (DPZ_cjiPSC#1-3, 5) showed the protein expression of pluripotency factors OCT4A, LIN28, NANOG, and SOX2, as well as the pluripotency-associated glycans TRA-1-81 and TRA-1-60 (Fig 3C). Finally, we tested the differentiation potential of these cjiPSC lines using an embryoid body (EB) formation assay. Cell aggregates were generated and exposed to differentiation medium (see the Materials and Methods section) for 8d in suspension followed by 17d culture after EB attachment to gelatine-coated coverslips. Immunofluorescence stainings confirmed that the outgrowths of cell aggregates developed into representative cell types of the three embryonic germ layers, as judged by the expression of smooth muscle actin (mesoderm), α-fetoprotein (endoderm), and β-III-tubulin (ectoderm) (Fig 3D). Taken together, we have established three stable, transgene- and feeder-free pluripotent cjiPSC lines (DPZ_cjiPSC#2, DPZ_cjiPSC#3, and DPZ_cjiPSC#5).

**Figure 3.**
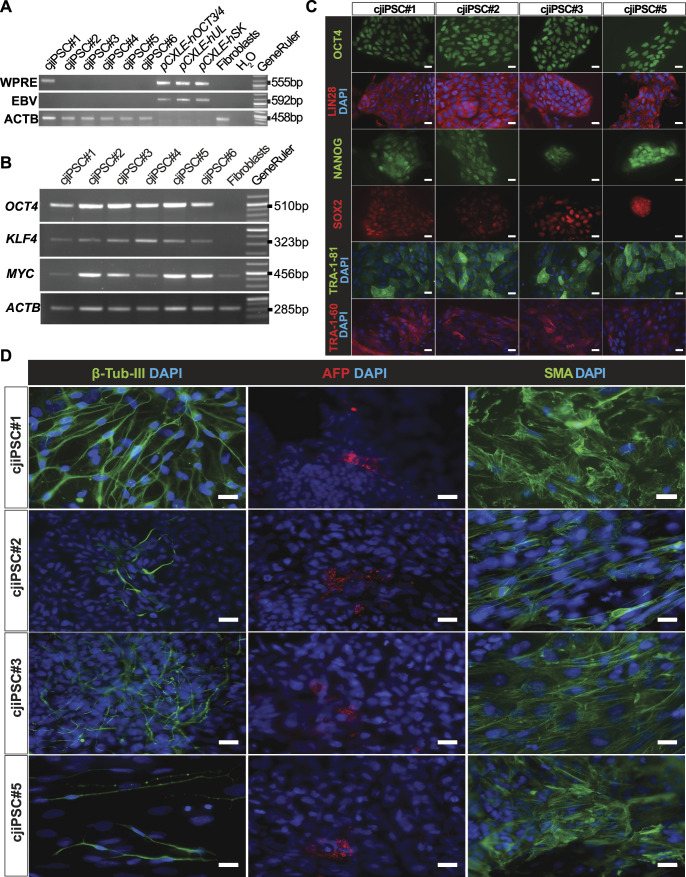
Reprogrammed cjiPSC lines are transgene-free and express pluripotency markers. **(A)** Agarose gel electrophoresis of PCR products. Two different primer combinations (WPRE and EBV), specific for two different regions conserved between the three episomes, were used to confirm the absence of reprogramming plasmids on the genomic DNA of the different cell populations. Episomes (pCXLE-hOCT3/4-shp53, pCXLE-hSK, and pCXLE-hUL) were used as a positive control, and fibroblasts and water as biological and technical negative controls, respectively. **(B)** Agarose gel electrophoresis of RT–qPCR-amplified products using the primers for *OCT4A*, *KLF4*, *c-MYC*, and *ACTB*. cDNAs of DPZ_cjiPSC#1-6 were analysed, and fibroblast cDNA was used as a control. **(C)** Immunofluorescence images of cjiPSCs (DPZ_cjiPSC#1, DPZ_cjiPSC#2, DPZ_cjiPSC#3, and DPZ_cjiPSC#5) stained for OCT4, LIN28, NANOG, SOX2, TRA-1-81, and TRA-1-60. **(D)** Immunofluorescence images of sections of cell aggregates formed by differentiated cjiPSC lines (DPZ_cjiPSC#1, DPZ_cjiPSC#2, DPZ_cjiPSC#3, and DPZ_cjiPSC#5). Sections were stained for β-Tub-III, AFP, and SMA. Scale bars, 20 μm.

### Differentiation of cjiPSCs towards cjPGCLCs

To generate cjPGCLCs from cjiPSCs, we tested whether cjiPSCs (DPZ_cjiPSC#2, DPZ_cjiPSC#3, and DPZ_cjiPSC#5) are competent to be directly induced into cjPGCLCs. CjiPSCs were adapted to a modified UPPS medium containing forskolin, LIF, and a low concentration of ActA, which improves the stability of cjiPSCs (Petkov et al, 2020). Dissociated cjiPSCs were reaggregated in ultra-low attachment wells to allow the formation of EBs in the presence of BMP4, EGF, SCF, and LIF. At d2 of differentiation, small clusters of AP2Ɣ-SOX17 and/or AP2Ɣ-BLIMP1 double-positive cells were detected (Fig S1A). However, by d6 of differentiation AP2Ɣ-SOX17 and/or AP2Ɣ-BLIMP1 expression appeared to be mutually exclusive, suggesting that the cells adopted different cell fates during the time course of differentiation (Fig S1B).

**Figure S1.**
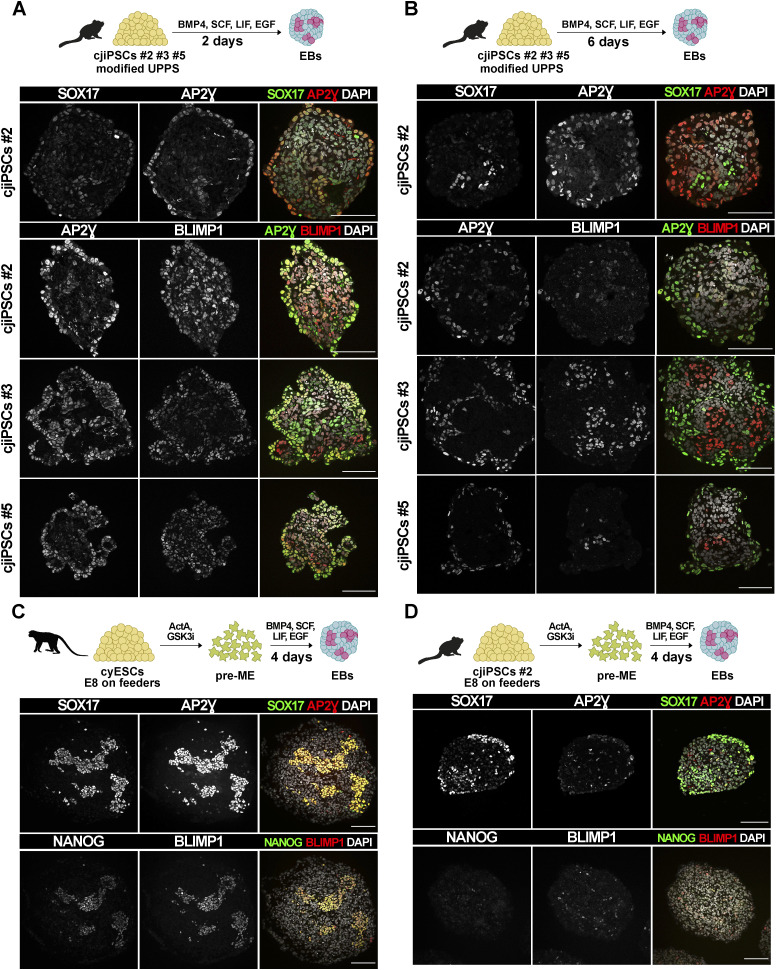
Differentiation of PGCLCs from cjiPSCs in modified Universal Primate Pluripotent Stem Cell or E8 medium and cyESCs in E8 medium. **(A, B)** EBs were generated by direct induction from cjiPSCs (DPZ_cjiPSC#2, DPZ_cjiPSC#3, and DPZ_cjiPSC#5) cultured in modified Universal Primate Pluripotent Stem Cell medium. Immunofluorescence images of d2 (A) or d6 (B) EB sections stained for SOX17, AP2Ɣ, and BLIMP1. **(C, D)** Cynomolgus monkey (cy) iPSCs (C) or cjiPSCs (D) cultured in E8 medium on feeder cells were pre-induced into pre-ME, followed by PGCLC induction. Immunofluorescence images of d4 EB sections stained for SOX17, AP2Ɣ, BLIMP1, and NANOG. Scale bars, 100 μm.

Next, we tested a two-step protocol that has been successfully applied to differentiate macaque and human PGCLCs from PSCs (Kobayashi et al, 2017). In this approach, PSCs are differentiated into pre-ME using ActA and CHIR, a small molecule inhibitor of GSK3, before being induced into PGCLCs by the addition of BMP4, EGF, SCF, and LIF. To this end, cjiPSCs (DPZ_cjiPSC#2 unless otherwise stated) or cynomolgus monkey ESCs (cyESCs), used as a positive control, were adapted to E8 medium and cultured on mouse embryonic fibroblasts. At d4 of differentiation, cynomolgus monkey EBs gave rise to large clusters of SOX17-AP2Ɣ– and NANOG-BLIMP1–positive cells (Fig S1C), consistent with a previous study (Kobayashi et al, 2017). In contrast, although a considerable number of cells within marmoset EBs expressed SOX17, only very few cells co-expressed AP2Ɣ (Fig S1D). Furthermore, NANOG and BLIMP1 expression was barely detectable in marmoset EBs, indicating that SOX17-positive cells may have acquired an endodermal rather than the PGC fate. These results suggest that cjiPSCs require different maintenance or differentiation conditions for the PGCLC fate than other primate pluripotent cells.

Next, we adapted cjiPSCs (DPZ_cjiPSC#2, DPZ_cjiPSC#3, and DPZ_cjiPSC#5) to TeSR-E8 (TESR) medium without feeders, which is regularly used to maintain human iPSCs (hiPSCs). cjiPSCs cultured in TESR medium retained undifferentiated morphology and expressed the pluripotency factor OCT4A (Fig S2A). However, only the differentiation of hiPSCs but not cjiPSCs into pre-ME, followed by induction into PGCLCs, resulted in large clusters of SOX17-AP2Ɣ– and NANOG-BLIMP1–positive cells (Fig S2B and C).

**Figure S2.**
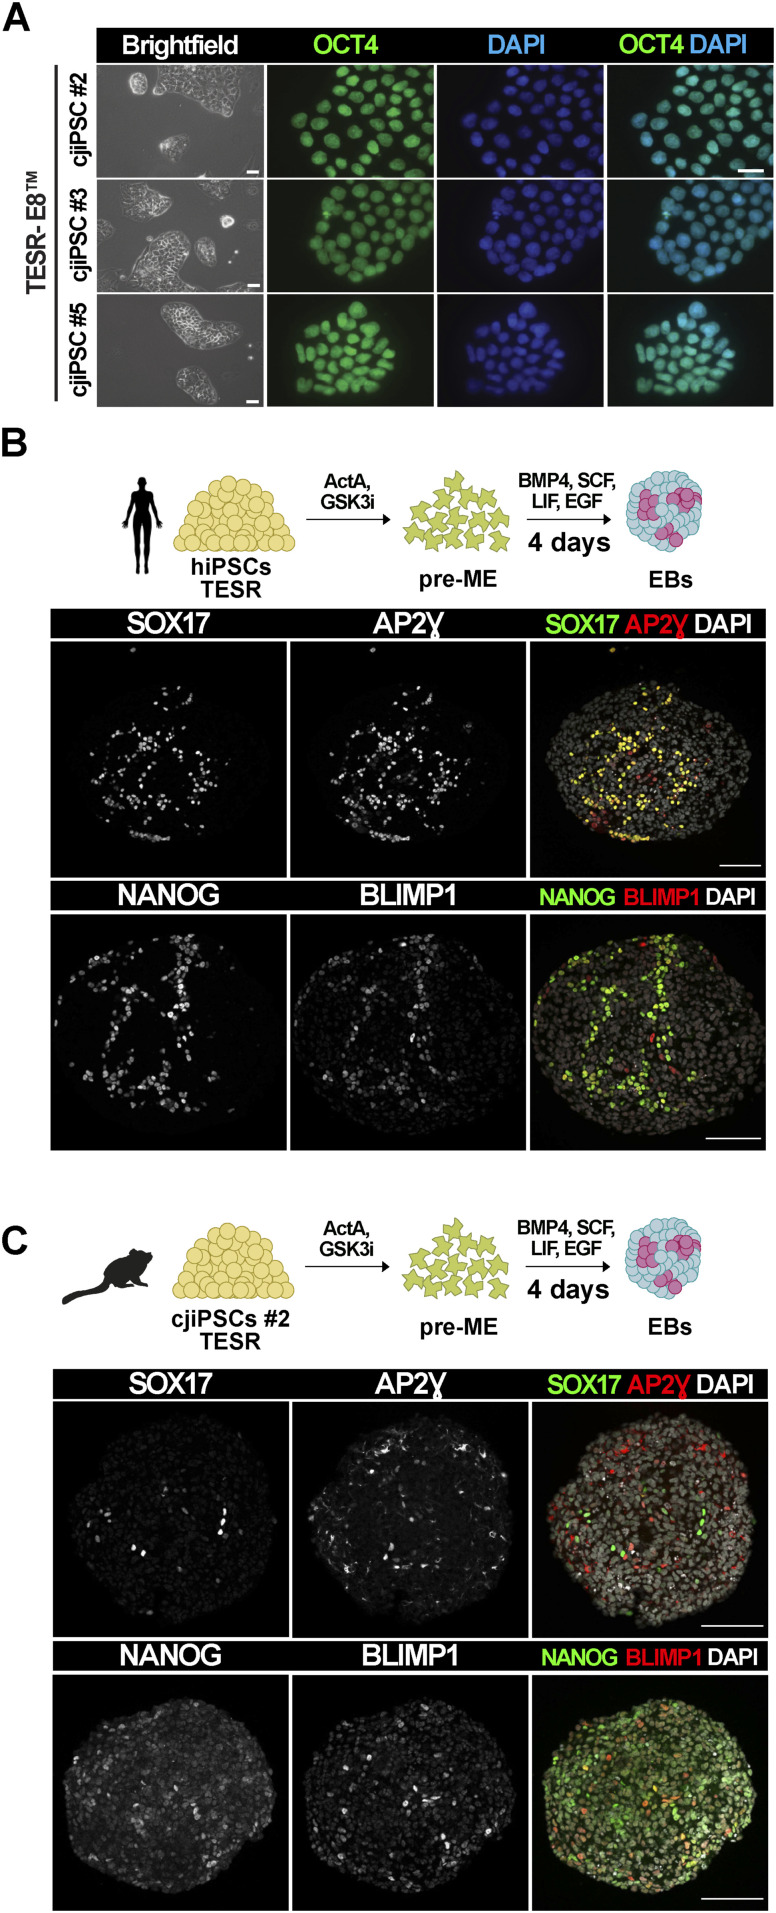
cjiPSCs in TESR medium do not give rise to cjPGCLCs. **(A)** Immunofluorescence images of cjiPSCs cultured in TESR medium stained for OCT4. **(B, C)** Human (h) iPSCs (B) or cjiPSCs (C) cultured in TESR medium were pre-induced towards pre-ME followed by PGCLC differentiation. Immunofluorescence images of d4 EB sections stained for SOX17, AP2Ɣ, BLIMP1, and NANOG. Scale bar, 20 μm (A). Scale bars, 100 μm (B, C).

The culture of cjiPSCs in TESR medium did not result in successful cjPGCLC differentiation. Thus, we considered the origin of primate PGCs, which may be derived from or have the same precursors as extraembryonic amniotic cells (Sasaki et al, 2016; Chen et al, 2019; Castillo-Venzor et al, 2023). Because hESCs or hiPSCs in human expanded potential stem cell medium (hEPSCM, Table S1) have the developmental potential to develop into embryonic germ layers, hPGCLCs, and extraembryonic lineages (Gao et al, 2019), we sought to adapt cjiPSCs to hEPSCM. Although the transfer of cjiPSCs from TESR to hEPSCM resulted in cell death, cjiPSCs could be maintained in hEPSCM supplemented with TGFβ and FGF2, which promote pluripotency and self-renewal (James et al, 2005; Vallier et al, 2009; Chen et al, 2011; Gafni et al, 2013). cjiPSCs cultured in this medium, hereafter referred to as cjPSCM (marmoset PSC medium), homogenously express OCT4A, LIN28, and TRA-1-60 (Fig S3A), suggesting that pluripotency is maintained. 

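DPZ_cjiPSC#2 is a line of induced pluripotent stem cells made from the common marmoset. Poly(A) RNA of this line was sequenced from 2 biological replicates kept in TESR medium and 2 kept in cjPSCM. The authors mapped the reads to the marmoset genome assembly calJac4, counted the reads on each annotated gene and deposited these counts together with counts that DESeq2 had normalised by size factors. In TESR medium 20511950 and 8590205 reads were counted on genes in replicates 1 and 2, and in cjPSCM 14256191 and 7910911. The smallest level that 3 counts stand for was therefore between 0.146 and 0.379 CPM in the 4 libraries. Reads outside annotated genes made up 10.6% and 13.3% of the counted reads in TESR medium and 12.2% and 19.3% in cjPSCM. The log2 difference between the 2 replicates of a medium had an SD over genes of 0.571 in TESR medium and 0.885 in cjPSCM, against 0.279 to 0.499 in the other 8 conditions of the study. Here the raw counts were tested with edgeR's quasi-likelihood test in one model of all 20 libraries, with TMM normalisation and a filter on low counts that left 15797 of 25102 genes, and the adjusted p of each gene is from this test with Benjamini-Hochberg adjustment. Genes were counted as differentially expressed at the thresholds of the paper, an adjusted p under 0.05 and a log2 fold change beyond 2. Levels of single genes are the authors' normalised counts as mean ± SD of 2 libraries. Where both libraries of one group had 3 counts or fewer, the fold change is given as a lower bound against 3 counts.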

To further characterise the pluripotent state of cjiPSCs cultured in TESR or cjPSCM, we performed RNA sequencing (RNA-seq). Differential gene expression analysis using DESeq2 (*P*adj < 0.05, log_2_FoldChange > 2) revealed 857 up- and 527 down-regulated genes in cjiPSCs cultured in cjPSCM as compared to TESR medium (Fig 4A). 

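With edgeR, 871 genes were higher and 579 lower in cjPSCM than in TESR medium, out of 15797 genes tested. With DESeq2 on all 20 libraries the numbers were 860 and 527. The alternative that moved the counts most was edgeR's glmTreat, which tests each gene against a log2 fold change of 2 and called 288 genes higher and 172 lower. With the replicate number as a block, a coefficient shared by all 20 libraries, 865 genes were higher and 579 lower. The deviations of same-numbered cultures of the 2 media had a correlation of -0.00858 across genes, which are not independent replicates. With any 1 of the 4 libraries left out, between 1093 and 1369 of the 1450 genes kept a log2 fold change beyond 2 in the same direction. By edgeR's estimates, the symbols with the largest fold changes among genes whose replicates did not overlap were FYB2, P2RX1, LRRTM1, BCL3 and CSN1S1 in cjPSCM, and NKX2-2, IGSF21, SCN7A, ENPEP and SLC5A12 in TESR medium. Of these, only LRRTM1 had more than 3 counts in both media, with a log2 fold change of 8.84 (standard error 0.39, adjusted p = 2.02e-10). BCL3 was at least 89.4-fold higher in cjPSCM, and ENPEP at least 101-fold lower. An order by lower bounds would differ, as CDH1, which is not among these symbols, was at least 428-fold lower in cjPSCM.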

The expression of core pluripotency factors including OCT4A, NANOG, and SOX2 was unchanged. This is in contrast to the expression profile of hPSCs cultured in hEPSCM, where these factors are up-regulated compared with primed conditions (Gao et al, 2019). 

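POU5F1, the gene of OCT4A, had 1407 ± 506 normalised counts (SD, n = 2) in TESR medium and 2624 ± 427 (SD, n = 2) in cjPSCM. Its log2 fold change was 0.89 (standard error 0.17, adjusted p = 0.000599). NANOG rose from 651 ± 25.8 to 1530.3 ± 326 normalised counts (SD, n = 2 each), with a log2 fold change of 1.21 (standard error 0.26, adjusted p = 0.00173). For both genes the libraries of the 2 media did not overlap, as 1 in 3 genes would show by chance with 2 libraries against 2, and the adjusted p was under 0.05, but the log2 fold change was under 2. These p-values rest on a spread shared by all conditions, which can be too small for these 2 media, whose replicates differed most. With 1 library left out, the log2 fold change lay between 0.57 and 1.28 for POU5F1 and between 0.96 and 1.43 for NANOG. SOX2 did not differ beyond the spread of the replicates, with a log2 fold change of 0.21 (standard error 0.25, adjusted p = 0.541).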

Also, we could not detect changes in the expression levels of DNA methyltransferases DNMT3A, DNMT3B, and DNMT1. However, many transcription factors associated with differentiation, such as WNT3A, PAX6, FGF9, HEY1, and TBX-T, were significantly down-regulated in cjiPSCs cultured in cjPSCM. Accordingly, gene ontology (GO) classification with down-regulated genes showed enrichment of terms associated with cellular differentiation, including *pattern specification process*, *regionalisation*, *embryonic organ development*, and *urogenital system development* (Fig S3B). In contrast, transcription factors considered to be associated with naïve pluripotency including *DPPA3*, *TFAP2C*, *KLF5*, *KLF4*, *GDF3*, and *ANPEP* were significantly up-regulated (Fig 4A) (Nakamura et al, 2016; Boroviak & Nichols, 2017; Bergmann et al, 2022). These results indicate that cjiPSCs require a species-specific cocktail of factors for expanded pluripotency, as cjPSCM does not fully induce the transcriptional changes associated with this stem cell state. 

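The log2 fold change of DNMT3A between the 2 media was -0.28 (standard error 0.14, adjusted p = 0.119). DNMT1 changed by -0.34 (standard error 0.17, adjusted p = 0.141) on the same scale, and DNMT3B by 0.06 (standard error 0.30, adjusted p = 0.905). With the replicate block the adjusted p was 0.123, 0.157 and 0.959, and with DESeq2 on all 20 libraries 0.16, 0.2 and 0.873, in the same order. For DNMT3B the replicates in cjPSCM differed, and with 1 library left out its log2 fold change lay between -0.95 and 0.66.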

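HEY1 had 1883 ± 388 normalised counts (SD, n = 2) in TESR medium and 284 ± 4.86 (SD, n = 2) in cjPSCM, a log2 fold change of -2.75 (standard error 0.15, adjusted p = 3.44e-09). FGF9 fell from 44.3 ± 5.85 to 5.79 ± 0.196 normalised counts (SD, n = 2 each), a log2 fold change of -2.96 (standard error 0.41, adjusted p = 3.51e-05). WNT3A, PAX6 and TBXT were at 3 counts or fewer in both cjPSCM libraries, so only lower bounds can be given. PAX6 was at least 4.87-fold lower in cjPSCM, with counts of 31 and 17 in TESR medium (adjusted p = 0.00481). WNT3A, with counts of 17 and 7 in TESR medium, was at least 2.28-fold lower (adjusted p = 0.0233). TBXT had counts of 8 and 8 in TESR medium and was at least 1.87-fold lower (adjusted p = 0.0114).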

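All 6 genes were past both thresholds. TFAP2C rose from 8.79 ± 2.31 normalised counts (SD, n = 2) in TESR medium to 137 ± 108 (SD, n = 2) in cjPSCM, a log2 fold change of 4.05 (standard error 0.55, adjusted p = 2.63e-05). For KLF5 the log2 fold change was 3.67 (standard error 0.37, adjusted p = 1.05e-06), for GDF3 3.65 (standard error 0.44, adjusted p = 8.1e-06) and for ANPEP 3.25 (standard error 0.20, adjusted p = 5.62e-09). KLF4 had low counts of 6 and 8 in TESR medium and 42 and 23 in cjPSCM, and its log2 fold change of 2.60 (standard error 0.44, adjusted p = 0.000203) fell to 1.63 with 1 library left out. KLF4 was not past both thresholds with DESeq2 on the 4 libraries of the comparison only, nor with glmTreat. DPPA3 was at 3 counts or fewer in both TESR libraries and at least 19.5-fold higher in cjPSCM (adjusted p = 2.12e-05).

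**Figure D1:**
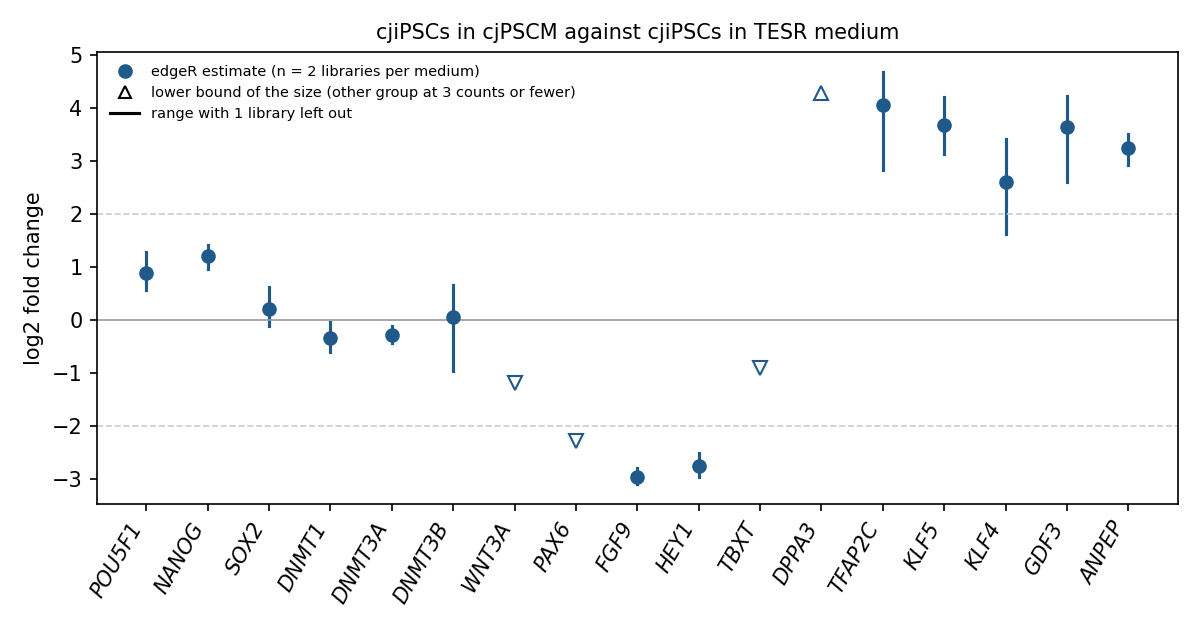
Log2 fold changes of 17 genes between cjiPSCs in cjPSCM and in TESR medium, on a linear axis of log2 units with dashed lines at 2 and -2. Filled circles are edgeR estimates from 2 libraries per medium, bars the range with 1 library left out, and open triangles lower bounds; POU5F1, NANOG, SOX2 and the 3 DNMT genes lie inside the dashed lines, from -0.34 for DNMT1 to 1.21 for NANOG.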

Consistently, the media composition to induce expanded pluripotency is different for mouse, porcine, and hPSCs (Yang et al, 2017; Gao et al, 2019).

**Figure S3.**
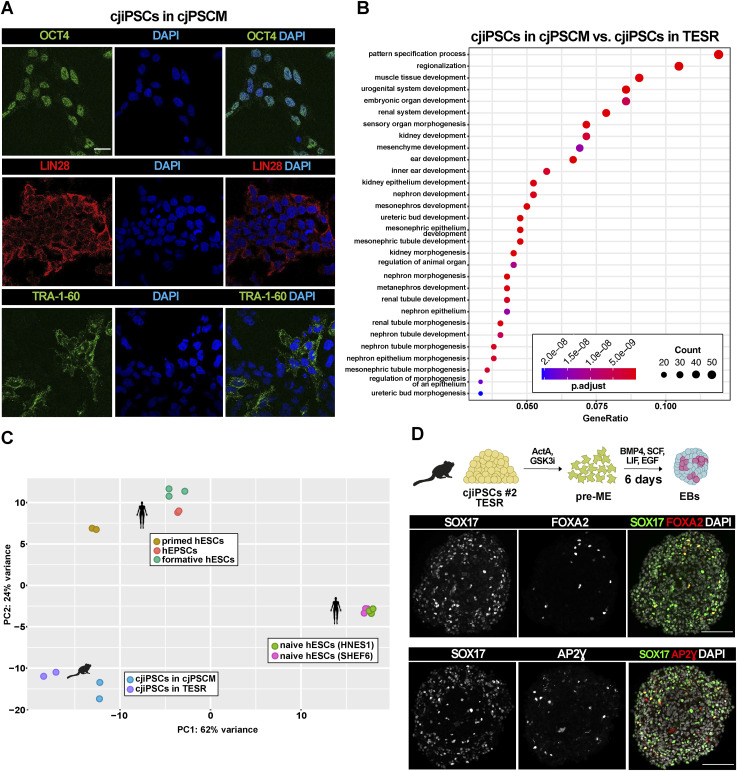
cjiPSCs maintained in cjPSCM down-regulate various lineage-associated genes. **(A)** Immunofluorescence images of cjiPSCs maintained in cjPSCM stained for OCT4, LIN28, and TRA-1-60. **(B)** GO classification of genes differentially down-regulated (based on RNA-seq data) in cjiPSCs cultured in cjPSCM in comparison with TESR medium. n = 2 biological independent experiments. **(C)** Principal component analysis with a defined set of pluripotency-associated genes using RNA-seq datasets for cjiPSCs cultured in TESR or cjPSCM compared with published datasets for hESCs cultured in naïve (E-MTAB-5114), formative (GSE131556), expanded (hEPSCs, E-MTAB-7253), and primed (E-MTAB-7253) pluripotent conditions. **(D)** EBs were differentiated from cjiPSCs cultured in cjPSCM and further induced into pre-ME followed by cjPGCLC induction. Immunofluorescence images of d6 EB sections stained for SOX17, FOXA2, and AP2Ɣ. Scale bar, 20 μm (A). Scale bar, 100 μm (C).

**Figure 4.**
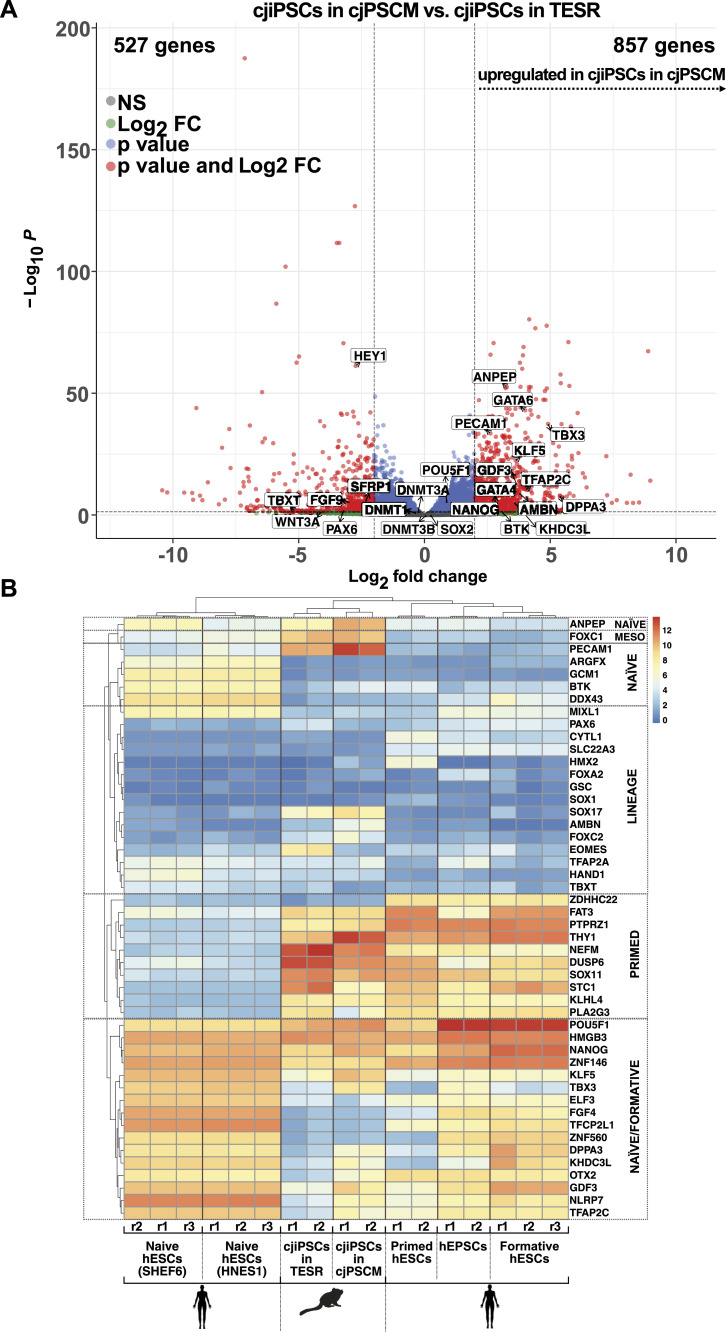
cjiPSCs cultured in cjPSCM express naïve, formative, and primed pluripotency markers. **(A)** Volcano plot shows differential gene expression analysis of RNA-seq data for cjiPSCs cultured in cjPSCM compared with cjiPSCs in TESR medium. n = 2 biological independent replicates. **(B)** Heatmap showing expression levels of indicated genes using RNA-seq datasets for cjiPSCs cultured in TESR or cjPSCM compared with published datasets for hESCs cultured in naïve (E-MTAB-5114), formative (GSE131556), expanded (hEPSCs, E-MTAB-7253), and primed (E-MTAB-7253) pluripotent conditions. Scale: log_2_(normalised counts + 1); r, replicate; MESO, mesoderm marker.

To further characterise the pluripotent state of cjiPSCs in cjPSCM, we compared the transcriptomes of cjiPSCs with available published datasets of hPSCs in naïve, formative, expanded potential and primed conditions (Gao et al, 2019; Kinoshita et al, 2021). Principal component analysis shows that hPSCs are separated across the pluripotency spectrum (Fig S3C). In particular, naïve hPSCs are distant from all other samples, whereas primed hPSCs are separated from formative and expanded pluripotent hPSCs along PC2. 

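Over the 47 genes of Fig 4B that have counts here, the Euclidean distance in log2(normalised counts + 1) between a TESR and a cjPSCM library of cjiPSCs was 17.9 ± 0.902 (SD over the 4 pairs). The 2 TESR libraries lay 4.78 apart and the 2 cjPSCM libraries 7.10 apart, so that the smallest distance between media, 17.0, was larger than both distances within a medium. With a pseudocount of 10 the distance between media was 14.1, against 3.06 and 5.46 within TESR medium and cjPSCM. The human datasets of this comparison were not analysed here.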

Interestingly, we observed a comparable shift of cjiPSCs cultured in cjPSCM from cjiPSCs in TESR medium. 

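Of the 22 genes that Fig 4B assigns to naïve or to naïve and formative pluripotency, 16 had enough counts for the test in cjiPSCs of the 2 media. Of these, 11 were higher in cjPSCM at both thresholds and 0 were lower, and the numbers were the same with the adjustment made over the list alone. Among them, PECAM1 had a log2 fold change of 2.61 (standard error 0.21, adjusted p = 1.11e-07), NLRP7 of 3.56 (standard error 0.35, adjusted p = 8.35e-07) and OTX2 of 4.22 (standard error 0.72, adjusted p = 0.000232). Of the 10 genes of primed pluripotency in Fig 4B, 9 were tested, 1 was higher and 2 were lower in cjPSCM. THY1 was the higher one, with 1059 ± 261 normalised counts (SD, n = 2) in TESR medium and 9978 ± 4036 (SD, n = 2) in cjPSCM. SOX11 had 1665 ± 760.3 normalised counts in cjPSCM (SD, n = 2) and a log2 fold change of -1.07 (standard error 0.22, adjusted p = 0.00139). FAT3 had 629 ± 10.1 normalised counts in cjPSCM (SD, n = 2) and did not differ between the media (adjusted p = 0.946).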

Similar to formative and expanded pluripotent hPSCs, cjPSCs in cjPSCM express a subset of genes associated with naïve and formative pluripotency including ANPEP, PECAM1, POU5F1, NANOG, KLF5, DPPA3, NLRP7, DPPA3, KLF5, OTX2, and TFAP2C, as well as primed pluripotency including FAT3, THY1, and SOX11 (Fig 4B). However, there are also notable differences including the up-regulation of SOX17 and FOXC1 in cjiPSCs. 

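SOX17 had 131 ± 54.2 normalised counts (SD, n = 2) in TESR medium and 511 ± 358 (SD, n = 2) in cjPSCM. Its log2 fold change was 2.03 (standard error 0.47, adjusted p = 0.00305), and the 2 cjPSCM replicates differed widely, with 812 and 174 counts. With 1 library left out, the log2 fold change lay between 1.02 and 2.62. It fell under the threshold of 2 with DESeq2 on all 20 libraries, to 1.97. FOXC1 did not differ beyond the spread of the replicates, with 1135 ± 481 and 1301 ± 391 normalised counts (SD, n = 2 each) and a log2 fold change of 0.20 (standard error 0.27, adjusted p = 0.603). The human cells were not analysed here.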

Taken together, these results indicate that cjPSCM induces gene expression changes in cjiPSCs that may lead to a partial reversion from primed to a formative-like state of pluripotency.

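Of the 15 lineage genes of Fig 4B, 11 were tested between the media. At both thresholds 3 were higher and 3 lower in cjPSCM. From its comparison with human cells and Fig 4B, the paper proposes that cjPSCM may move cjiPSCs part of the way from a primed to a formative-like state.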

Next, we asked whether cjiPSCs cultured in cjPSCM gain competence to differentiate into pre-ME and cjPGCLCs. Indeed, immunofluorescence analysis of d4 EBs shows the expression and colocalisation of SOX17, AP2γ, NANOG, and BLIMP1 in a small number (6.9%, SEM: 1.51%) of cells (Fig 5A). In contrast, the definitive endoderm marker FOXA2 was only detected in a few SOX17 single-positive cells (Fig S3D). In addition, we empirically tested different conditions and found that the removal of ActA from the pre-ME differentiation medium apparently increased the number (9.9%, SEM: 2.65%) of cjPGCLCs (Fig 5B). Importantly, the differentiation of two additional cjiPSC lines (DPZ_cjiPSC#3 and DPZ_cjiPSC#5) in cjPSCM led to SOX17-BLIMP1 double-positive cells in d4 EBs (Fig S4A and B). Taken together, these results suggest that cjiPSCs cultured in feeder-free conditions with cjPSCM can be differentiated into pre-ME and induced into cjPGCLCs.

**Figure 5.**
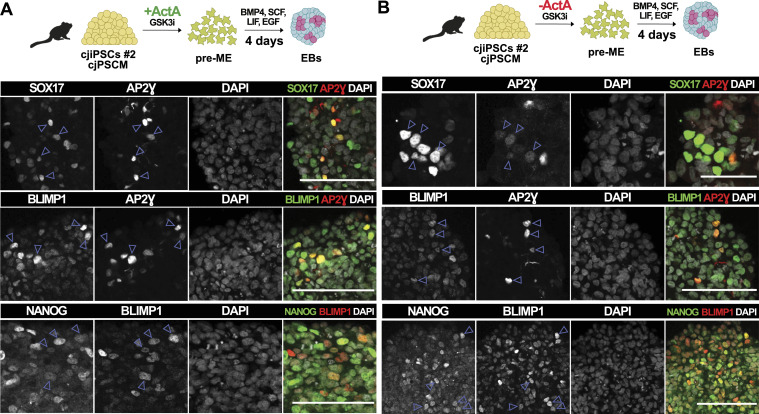
cjiPSCs cultured in cjPSCM give rise to cjPGCLCs. **(A, B)** Differentiation of cjiPSCs in cjPSCM into pre-ME, induced either with ActA (A) or without ActA (B), which was followed by cjPGCLC induction. IF images of resulting d4 EB sections stained for SOX17, AP2Ɣ, BLIMP1, and NANOG. Scale bars, 100 μm.

**Figure S4.**
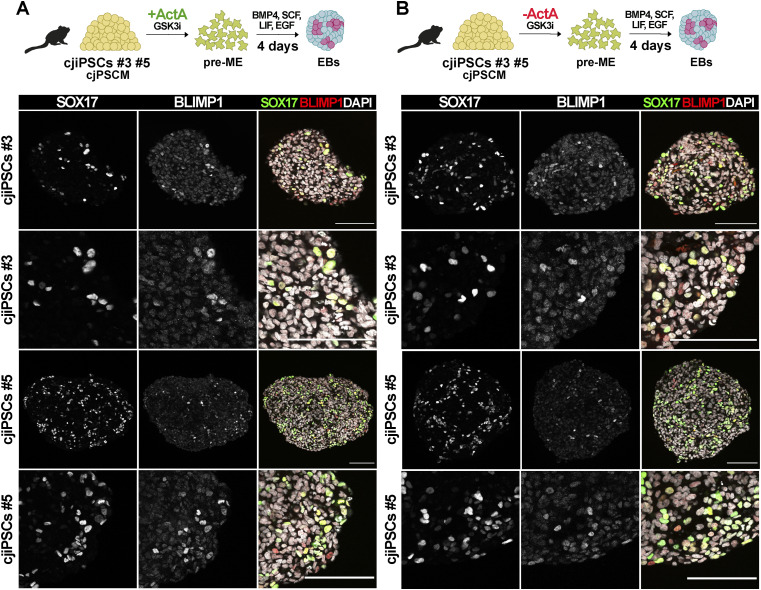
Induction of cjPGCLCs from DPZ_cjiPSC#3 and DPZ_cjiPSC#5. **(A, B)** Differentiation of DPZ_cjiPSC#3 or DPZ_cjiPSC#5 in cjPSCM into pre-ME, induced either with ActA (A) or without ActA (B), which was followed by cjPGCLC induction. IF images of resulting d4 EB sections stained for SOX17 and BLIMP1. Scale bar, 100 μm.

These results prompted us to test whether cjiPSCs in primed conditions with TESR medium, give rise to cjPGCLC-competent pre-ME if ActA is omitted during differentiation. Although immunofluorescence analysis of d4 EBs shows the expression of SOX17, AP2Ɣ, and BLIMP1 in a low number of cells, the expression of these PGC markers was largely not colocalised (Fig S5A), which is reminiscent of EBs induced from pre-ME with ActA (Fig S2C). To characterise this further, we performed RNA-seq with pre-ME induced with or without ActA from cjiPSCs in TESR medium. 

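For this experiment, cjiPSCs of the line DPZ_cjiPSC#2 in TESR medium were pre-induced for 24 h with 3 μM CHIR and with 100 ng/ml ActA or without ActA, and 2 biological replicates of each were sequenced. CHIR activates WNT signalling and ActA signals through SMAD proteins. The libraries held 20036527 and 20718379 reads on genes with ActA and 18858625 and 22067099 without. The median over these 4 libraries was 20377453, against 11423198 over the 4 cjiPSC libraries, 12260474 over the 4 libraries of pre-ME from cjPSCM and 7110664.5 over the 8 libraries of sorted cells. They were counted, normalised and tested as for the cjiPSCs, in the same model of all 20 libraries. Reads outside annotated genes made up 19.5% and 19.3% with ActA and 20.0% and 20.6% without. The SD over genes of the log2 difference between replicates was 0.301 with ActA and 0.279 without.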

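In pre-ME from cjiPSCs in TESR medium, 226 genes were higher and 90 lower with ActA than without. The replicate block gave 231 and 90 genes, with a correlation of 0.251 across genes between the deviations of same-numbered cultures. Under edgeR's glmTreat, the alternative that moved the counts most, 45 genes were higher and 2 lower. With 1 library left out, 276 to 298 of the 316 genes kept a log2 fold change beyond 2 in the same direction. Of the 21 mesoderm genes of Fig S5C, 20 were tested, and 14 were higher with ActA at both thresholds and 0 lower, whether the adjustment was made over all genes or over the list alone. NODAL had 1.72 ± 0.878 normalised counts (SD, n = 2) without ActA and 396 ± 237 (SD, n = 2) with it, a log2 fold change of 7.72 (standard error 0.78, adjusted p = 5.93e-06). WNT3 was at 3 counts or fewer without ActA and at least 10.3-fold higher with it (adjusted p = 0.000137). HAND1 and MIXL1 had log2 fold changes of 2.72 (standard error 0.33, adjusted p = 3.69e-05) and 3.56 (standard error 0.38, adjusted p = 1.21e-05). EOMES had a log2 fold change of 1.55 (standard error 0.35, adjusted p = 0.00874), under the threshold of 2, and 0.78 to 2.05 with 1 library left out. SNAI1 was not past the adjusted p (log2 fold change 0.51, adjusted p = 0.282). GSC had too few counts for the test, 29 and 5 with ActA and 4 and 1 without, and with no filter it was higher at both thresholds (log2 fold change 2.76, adjusted p = 0.00727). Among the lower genes, FGF3 had a log2 fold change of -5.34 (standard error 0.50, adjusted p = 4.86e-06).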

Differential gene expression analysis using DESeq2 (*P*adj < 0.05, log_2_FoldChange > 2) showed significant up-regulation of 176 genes, many of which are associated with mesoderm development, including EOMES, SNAI1, GSC, HAND3, and WNT3 (Fig S5B and C). Consistently, GO classification with up-regulated genes shows enrichment for terms such as *muscle tissue development*, *pattern specification process*, *gastrulation*, and *mesoderm development* (Fig S5D). Considering that WNT signalling is required for PGC specification (Chen et al, 2017, 2019), it may be that the up-regulation of various WNT-associated genes upon the addition of ActA primes pre-ME from cjiPSCs in TESR medium towards the mesoderm fate. 

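Of 19 WNT genes with counts, 14 were tested, and 2 were past both thresholds, WNT3 and WNT7A, with the adjustment over all genes and over this family alone. WNT7A had a log2 fold change of 2.43 (standard error 0.66, adjusted p = 0.0269) with ActA, and 2.97 ± 1.09 and 16.7 ± 0.400 normalised counts (SD, n = 2 each) without and with it. WNT5A had an adjusted p of 6.26e-06 and a log2 fold change of 1.63 (standard error 0.16). None of the tested WNT genes was past both thresholds in the other direction. From the higher expression of WNT-associated genes with ActA, the paper proposes that ActA may direct these pre-ME towards mesoderm.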

Taken together, these results demonstrate that cjiPSCs in a pluripotent state associated with cjPSCM in contrast to TESR medium give rise to cjPGCLC-competent pre-ME.

**Figure S5.**
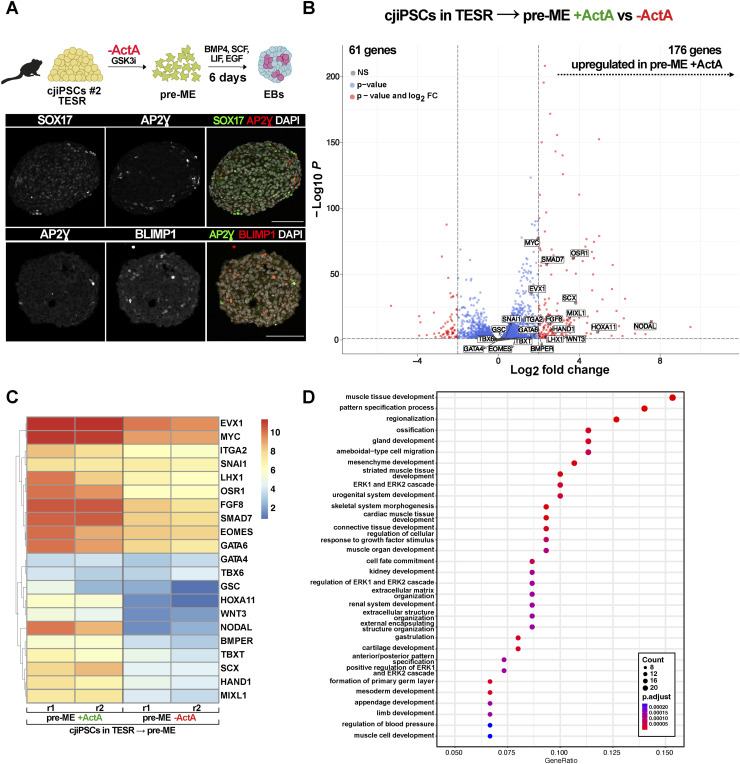
Differentiation of cjiPSCs maintained in TESR medium. **(A)** cjiPSCs cultured in TESR medium were pre-induced towards pre-ME without ActA (−ActA), followed by cjPGCLC differentiation. Immunofluorescence images of day 4 (d4) EB sections stained for SOX17, AP2Ɣ, and BLIMP1. Scale bars, 100 μm. **(B)** Volcano plot shows differential gene expression analysis of RNA-seq datasets of pre-ME differentiated with or without ActA (+/−ActA) from cjiPSCs cultured in TESR medium. n = 2 biological independent experiments. **(C)** Heatmap showing expression levels of genes associated with mesoderm development in pre-ME. r, replicate. **(D)** GO term enrichment for genes significantly up-regulated in pre-ME − ActA compared with pre-ME + ActA.

### cjPGCLCs express genes associated with the PGC fate

We asked whether cjPGCLCs up-regulate the germ cell–specific transcriptional programme, which entails the up-regulation of genes associated with pluripotency and the germ cell fate, whereas genes associated with somatic fates are down-regulated (Kurimoto et al, 2008; Irie et al, 2015). To this end, we differentiated cjiPSCs in cjPSCM with or without ActA into pre-ME, which were then induced into cjPGCLCs. 

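RNA of this differentiation was sequenced from pre-ME after 24 h with 3 μM CHIR, with 100 ng/ml ActA or without ActA, and from cells sorted on day 4 of the embryoid bodies, which were kept with 500 ng/ml BMP4, 10 ng/ml LIF, 100 ng/ml SCF and 50 ng/ml EGF. Each of the 6 groups had 2 biological replicates of DPZ_cjiPSC#2. In pre-ME, 14055654 and 8193936 reads were counted on genes with ActA and 17491325 and 10465294 without. The sorted libraries were shallower and uneven, with 12734332 and 7504206 reads in cjPGCLCs from pre-ME with ActA, 14216617 and 6708915 in cjPGCLCs from pre-ME without ActA, 6203030 and 7171565 in the somatic cells with ActA and 4784964 and 7049764 in the somatic cells without. In the somatic cells, 3 counts stand for 0.418 to 0.627 CPM, so that genes at a few counts have little precision there. The SD over genes of the log2 difference between replicates lay between 0.397 and 0.499 in these groups. Counting, normalisation and the test were those of the cjiPSCs.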

CjPGCLCs were isolated by FACS from d4 EBs after staining for the cell surface markers INTEGRINα6 (INTα6) and CXCR4 (Fig 6A–C), which are routinely used to sort primate PGCLCs (Sasaki et al, 2015; Kojima et al, 2017; Mitsunaga et al, 2017; Sakai et al, 2020; Seita et al, 2023).

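The genes of the surface markers were checked in the sorted libraries. CXCR4 had 1296 ± 29.3 normalised counts (SD, n = 2) in cjPGCLCs and 67.1 ± 12.7 (SD, n = 2) in somatic cells with ActA, and 1156 ± 38.7 and 51.3 ± 2.50 (SD, n = 2 each) without. Its log2 fold change was 4.29 (standard error 0.30, adjusted p = 7.35e-07) with ActA and 4.52 (standard error 0.31, adjusted p = 2.3e-07) without. ITGA6, the gene of INTα6, had log2 fold changes of 3.27 (standard error 0.29, adjusted p = 4.32e-06) and 3.22 (standard error 0.29, adjusted p = 2.76e-06). EPCAM, which the sample labels name beside these markers, was higher as well, by 2.47 with ActA (adjusted p = 0.000915) and 3.62 without (adjusted p = 1.55e-05).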

**Figure 6.**
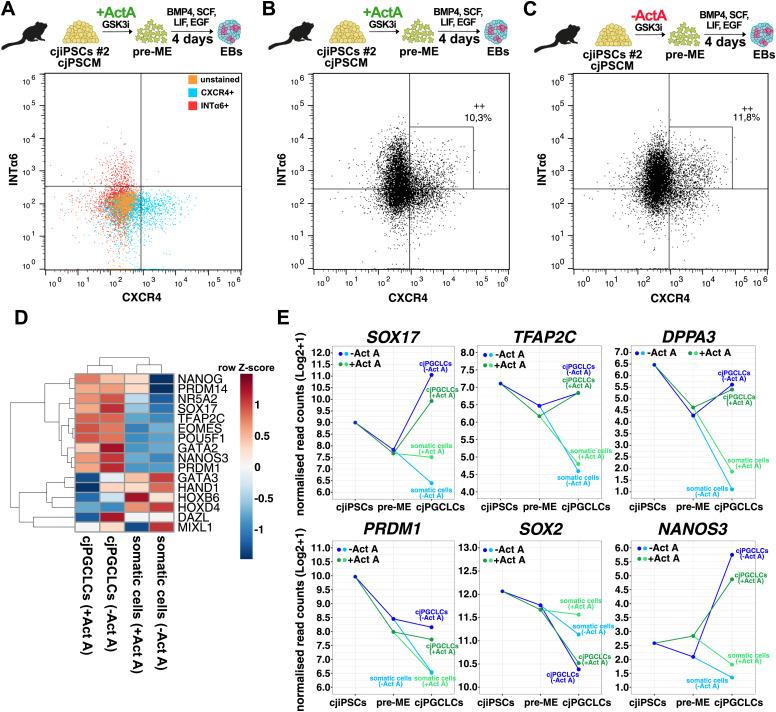
cjPGCLCs up-regulate genes associated with the PGC fate. **(A)** Representative FACS analysis of d4 EBs: unstained control (orange), single-stained CXCR4 (blue), or INTα6 (red) control. **(B, C)** FACS analysis of d4 EBs stained for INTα6 and CXCR4. EBs were differentiated from cjiPSCs cultured in cjPSCM and further induced into pre-ME with Act A (pre-ME + ActA) (B) or without Act A (pre-ME − ActA) (C), which was followed by cjPGCLC induction. The number in % indicates INTα6/CXCR4 double-positive cells. **(D)** cjiPSCs in cjPSCM were differentiated into pre-ME with (+) or without (−) ActA, which were subsequently induced into cjPGCLCs. Heatmap shows relative gene expression levels based on RNA-seq data of indicated genes for sorted cjPGCLCs (INTα6/CXCR4 double-positive) and somatic cells (INTα6/CXCR4 double-negative). n = 2 biological independent replicates. **(E)** Expression levels (log_2_(normalised counts + 1)) of indicated genes during differentiation.

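Against cjiPSCs in cjPSCM, 224 genes were higher and 259 lower in pre-ME + ActA. With the replicate block there were 221 and 255, and with the replicates crossed, a pairing chosen after seeing that the correlation between same-numbered cultures was -0.150 across genes, 215 and 255. Fitted on the 4 libraries of the comparison only, edgeR called 46 genes higher and 61 lower. With 1 library left out, 318 to 467 of the 483 genes kept a log2 fold change beyond 2 in the same direction, the lowest number without replicate 1 of the cjiPSCs. CDX1 had 2.63 ± 1.62 normalised counts (SD, n = 2) in cjiPSCs and 563 ± 161 (SD, n = 2) in pre-ME + ActA, a log2 fold change of 7.58 (standard error 0.40, adjusted p = 6.98e-09). CDX2 was at least 38.6-fold higher in pre-ME + ActA (adjusted p = 9.66e-07). The GO terms were not analysed here.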

RNA-seq analysis of pre-ME induced with ActA (pre-ME + ActA) resulted in significant up-regulation of differentiation-associated genes associated with GO terms such as *pattern specification process* and *mesoderm development* (Fig S6A). This includes *EOMES* and *WNT3A* (Fig S6B), which are involved in PGCLC specification in primates (Chen et al, 2017, 2019). Similarly, pre-ME induced without ActA (pre-ME − ActA) showed up-regulation of genes associated with *pattern specification process* and *BMP signaling pathway* (Fig S6C), which, however, did not include EOMES (Fig S6D). Instead, we noticed a pronounced transcriptional increase of TFAP2A (Fig S6D), which is required for the induction of the hPGC fate from progenitor cells (Chen et al, 2019; Castillo-Venzor et al, 2023). 

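EOMES rose from 3.10 ± 2.28 normalised counts (SD, n = 2) in cjiPSCs to 30.8 ± 11.8 (SD, n = 2) in pre-ME + ActA, a log2 fold change of 3.19 (standard error 0.73, adjusted p = 0.00591). WNT3A had counts of 1 and 0 in the 2 cjiPSC libraries and 9 and 7 in pre-ME + ActA, and was at least 1.99-fold higher with an adjusted p of 0.0634, over 0.05. With edgeR and no filter on low counts it was past both thresholds.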

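In pre-ME − ActA, 333 genes were higher and 499 lower than in cjiPSCs. With the replicate block the numbers were 332 and 497, and with the crossed pairing 325 and 487, the correlation between same-numbered cultures being -0.204 across genes. Fitted on the libraries of the comparison only, edgeR called 64 genes higher and 278 lower. Under glmTreat, which moved the counts most, 18 were higher and 66 lower. Without replicate 1 of the cjiPSCs, 463 of the 832 genes kept a log2 fold change beyond 2 in the same direction. Of all calls, 100 higher and 165 lower genes were shared with pre-ME + ActA, and 6 went in opposite directions. EOMES had 15 and 4 counts in the 2 libraries and a log2 fold change of 1.01 (standard error 0.90, adjusted p = 0.39). BMP7 was at 3 counts or fewer in cjiPSCs and at least 4.21-fold higher in pre-ME − ActA (adjusted p = 0.00987).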

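TFAP2A had 27.6 ± 21.7 normalised counts (SD, n = 2) in cjiPSCs and 193 ± 7.54 (SD, n = 2) in pre-ME − ActA. The log2 fold change was 2.96 (standard error 0.47, adjusted p = 0.000189), and between 2.21 and 3.98 with 1 library left out. In pre-ME + ActA it did not differ from cjiPSCs, with 19.8 ± 6.19 normalised counts (SD, n = 2) and a log2 fold change of -0.27 (standard error 0.61, adjusted p = 0.791).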

Direct comparison of pre-ME + ActA with pre-ME − ActA revealed 89 and 198 of up- and down-regulated genes (*P*adj < 0.05, log_2_FoldChange > 2), respectively. 

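In pre-ME − ActA against pre-ME + ActA, 109 genes were higher and 225 lower. The replicate block gave 108 and 219 genes, with a correlation of 0.253 across genes between same-numbered cultures. DESeq2 on all 20 libraries called 79 and 176, and glmTreat, which moved the counts most, 2 and 29. Between 278 and 313 of the 334 genes kept a log2 fold change beyond 2 in the same direction with 1 library left out. NODAL had counts of 0 and 1 without ActA and 268 and 38 with it and was at least 45.8-fold lower without ActA (adjusted p = 7.01e-05). HDC was at least 15.1-fold higher without ActA (adjusted p = 0.000302).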

Most notably, HOXA genes in pre-ME − ActA were significantly down-regulated (Fig S6E). These data show that the expression of somatic differentiation markers is up-regulated in pre-ME, which is more pronounced in pre-ME induced with ActA. Moreover, the up-regulation of TFAP2A in pre-ME − ActA might be an indicator of cjPGCLC competence.

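Of the HOXA family, 5 genes were lower in pre-ME − ActA at both thresholds, with the adjustment over all genes and over the family alone. HOXA9 had 211 ± 45.6 normalised counts (SD, n = 2) with ActA and 1.97 ± 1.38 (SD, n = 2) without, a log2 fold change of -6.51 (standard error 0.43, adjusted p = 1.73e-07). HOXA13 fell from 168 ± 10.3 to 34.1 ± 4.94 (SD, n = 2 each), a log2 fold change of -2.29 (standard error 0.36, adjusted p = 0.000455). HOXA10, HOXA11 and HOXA7 were at 3 counts or fewer without ActA, at least 31.2-fold, 5.59-fold and 2.58-fold lower (adjusted p = 6.61e-06, 0.00368 and 0.0461). HOXA2 and HOXA3 had log2 fold changes of -0.35 and -1.05 and adjusted p of 0.639 and 0.144. HOXA4, HOXA5 and HOXA6 had too few counts for the test. The 7 genes with a fold change given here were also lower with DESeq2's size factors in place of TMM. Neighbouring HOXA genes can share reads, which the counting could have assigned to one of them or to none.

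**Figure D2:**
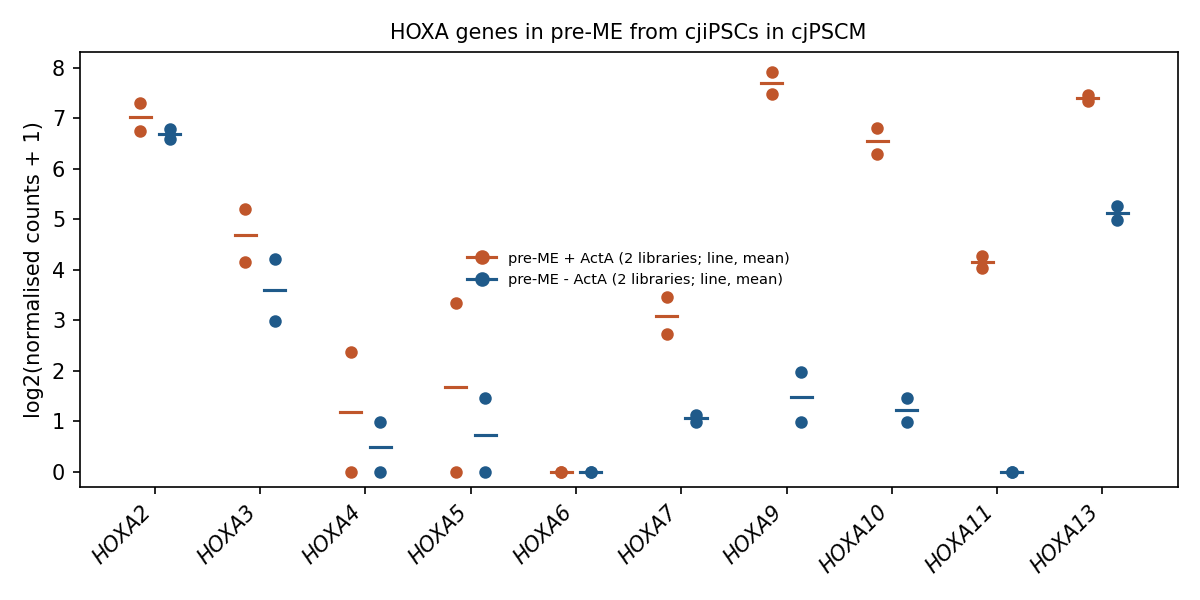
Levels of HOXA genes in pre-ME from cjiPSCs in cjPSCM, as log2(normalised counts + 1) on the vertical axis. Points are the 2 libraries of each group and short lines their means; HOXA7 to HOXA13 are lower without ActA in both libraries, while the points of HOXA2 and HOXA3 overlap between the groups.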

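Of the 29 genes labelled in the volcano plots of Fig S6, 15 were higher and 5 lower in pre-ME + ActA than in cjiPSCs at both thresholds, and 14 higher and 8 lower in pre-ME − ActA. These plots show the same libraries, so the share of labelled genes that passed is not an independent test. Of the mesoderm genes listed in Fig S5C, 6 of 20 tested were higher and 1 lower in pre-ME + ActA, and 0 higher and 2 lower in pre-ME − ActA. Between the 2 kinds of pre-ME, 7 of these mesoderm genes were lower without ActA and 0 higher.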

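In the direct comparison, TFAP2A had a log2 fold change of 3.24 (standard error 0.48, adjusted p = 0.00026) in pre-ME − ActA against pre-ME + ActA, and a value between 3.00 and 3.65 with 1 library left out. Its raw counts were 318 and 200 without ActA and 29 and 11 with it. The paper names the rise of TFAP2A in pre-ME − ActA (Fig S6D) as a possible sign of competence for the cjPGCLC fate.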

**Figure S6.**
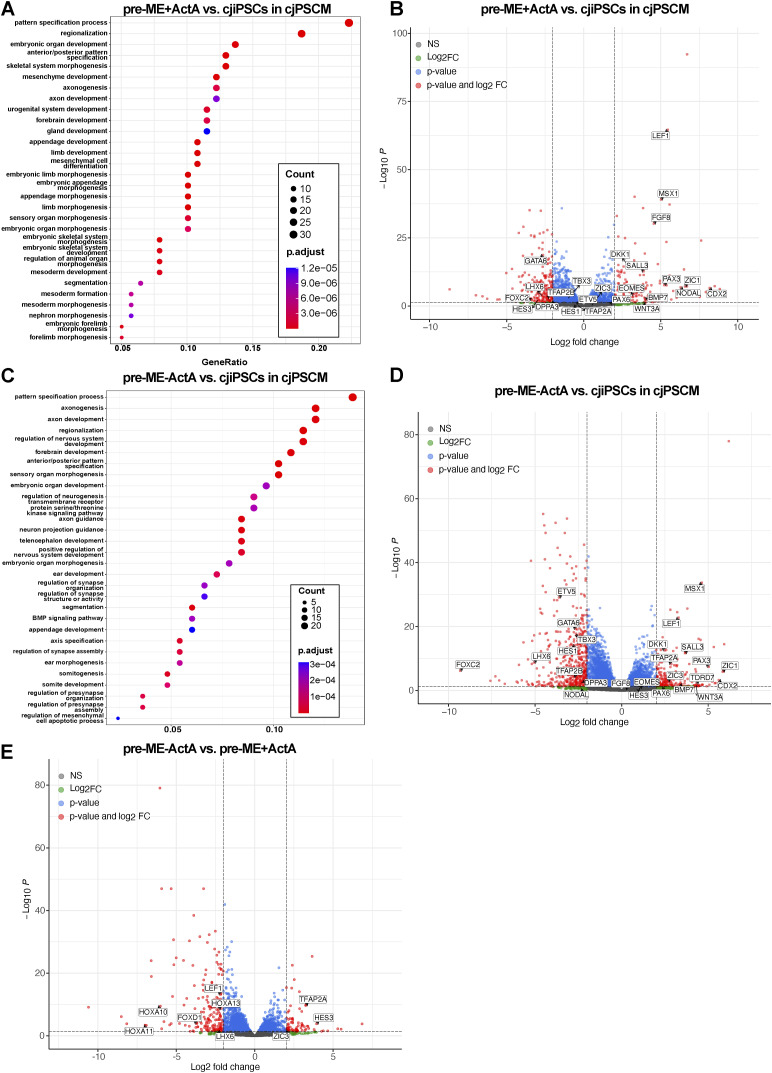
Transcriptomic analysis of pre-ME induced from cjiPSCs in cjPSCM with or without ActA. **(A)** GO classification of genes differentially up-regulated (based on RNA-seq data) in pre-ME induced with Act A (pre-ME + ActA) as compared to cjiPSCs in cjPSCM. **(B)** Volcano plot of differentially expressed genes in pre-ME induced with ActA as compared to cjiPSCs in cjPSCM. **(C)** GO classification of differentially up-regulated genes in pre-ME induced without ActA (pre-ME − ActA). **(D)** Volcano plot of differentially expressed genes in pre-ME induced without ActA as compared to cjiPSCs in cjPSCM. **(E)** Volcano plot of differentially expressed genes in pre-ME induced without ActA as compared to pre-ME induced with ActA.

Finally, we asked whether marmoset pre-ME retain the expression of subsets of genes associated with pluripotency, as it was shown for human pre-ME (Kobayashi et al, 2017; Tang et al, 2022; Alves-Lopes et al, 2023). Analysis of gene expression profiles in marmoset cjiPSCs and pre-ME compared with human ESCs and pre-ME using published RNA-seq datasets (Tang et al, 2022) confirmed that they share the expression of subsets of genes associated with naïve and primed pluripotency (Fig S7).

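In the marmoset libraries, 28 of the 40 genes of Fig S7 with counts had a mean of at least 10 normalised counts in cjiPSCs in cjPSCM. Of these, 26 also reached this level in pre-ME + ActA and 28 in pre-ME − ActA. Of the 32 genes tested, 2 were higher and 5 lower in pre-ME + ActA than in cjiPSCs at both thresholds, and 2 higher and 4 lower in pre-ME − ActA. The human datasets were not analysed here.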

**Figure S7.**
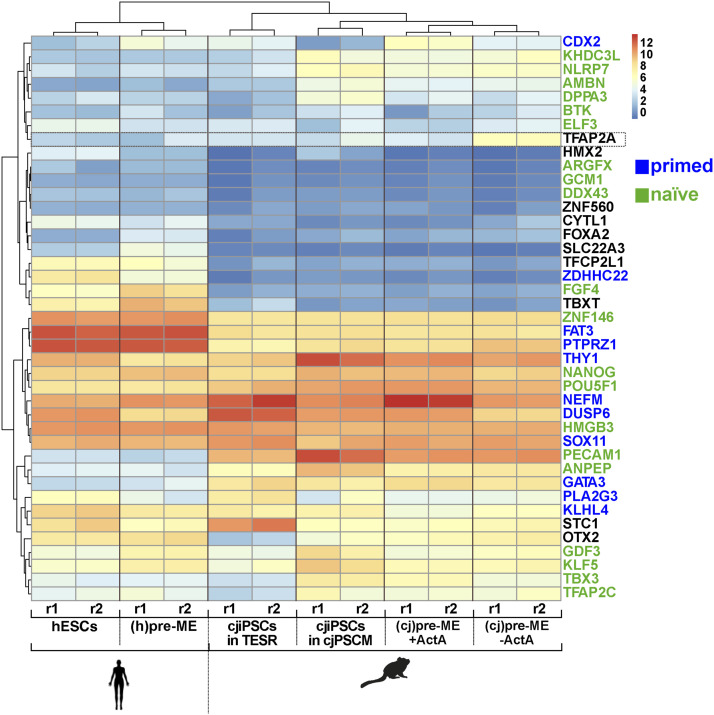
Expression profile of genes associated with pluripotency in pre-ME. Heatmap showing expression levels of genes associated with naïve and primed pluripotency. RNA-seq datasets are from primed hESCs (GSE159654), human pre-ME ((h)pre-ME, GSE159654), cjiPSCs, and marmoset pre-ME ((cj)pre-ME). Scale: log_2_(normalised counts + 1).

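In cells from pre-ME + ActA, 223 genes were higher and 26 lower in cjPGCLCs than in somatic cells, and from pre-ME − ActA 378 and 71. The replicate block gave 224 and 25 genes with ActA and 371 and 70 without, and the correlations between same-numbered cultures across genes were 0.131 and 0.0329. This block is shared by all conditions, and a pairing within the sorted libraries alone was not fitted. Of the higher genes, 163 were shared between the 2 comparisons. Of the 16 genes of Fig 6D, 15 were tested, and 3 were higher in cjPGCLCs with ActA and 4 without. With the adjustment over this list alone the numbers were 3 and 5, NR5A2 being the added gene. edgeR's glmTreat, which moved the counts most, called 17 and 77 higher genes. With 1 library left out, 196 to 243 of 249 genes with ActA and 408 to 424 of 449 without kept a log2 fold change beyond 2 in the same direction. SOX17 had 973 ± 85.5 normalised counts (SD, n = 2) in cjPGCLCs and 181 ± 53.5 (SD, n = 2) in somatic cells with ActA, a log2 fold change of 2.42 (standard error 0.47, adjusted p = 0.00569). Without ActA it had 2124 ± 39.2 and 83.0 ± 48.9 (SD, n = 2 each), a log2 fold change of 4.63 (standard error 0.53, adjusted p = 2.53e-05). TFAP2C was higher by 2.09 (standard error 0.51, adjusted p = 0.023) with ActA and 2.25 (standard error 0.53, adjusted p = 0.0109) without on the log2 scale. PRDM1 stayed under the fold change threshold, with 1.22 (standard error 0.26, adjusted p = 0.00923) and 1.65 (standard error 0.26, adjusted p = 0.000432). DPPA3 was at 3 counts or fewer in all somatic libraries and at least 7.84-fold and 7.03-fold higher in cjPGCLCs with and without ActA (adjusted p = 0.00792 and 0.00172). NANOG did not pass an adjusted p of 0.05 in either comparison (log2 fold change 0.24 and 0.99, adjusted p = 0.822 and 0.0752), nor did POU5F1 (0.24 and 0.22, adjusted p = 0.589 and 0.543). EOMES and NR5A2 had at most 10 counts in any sorted library and did not pass the test (adjusted p = 0.865 and 0.835 for EOMES, 0.5 and 0.0709 for NR5A2).

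**Figure D3:**
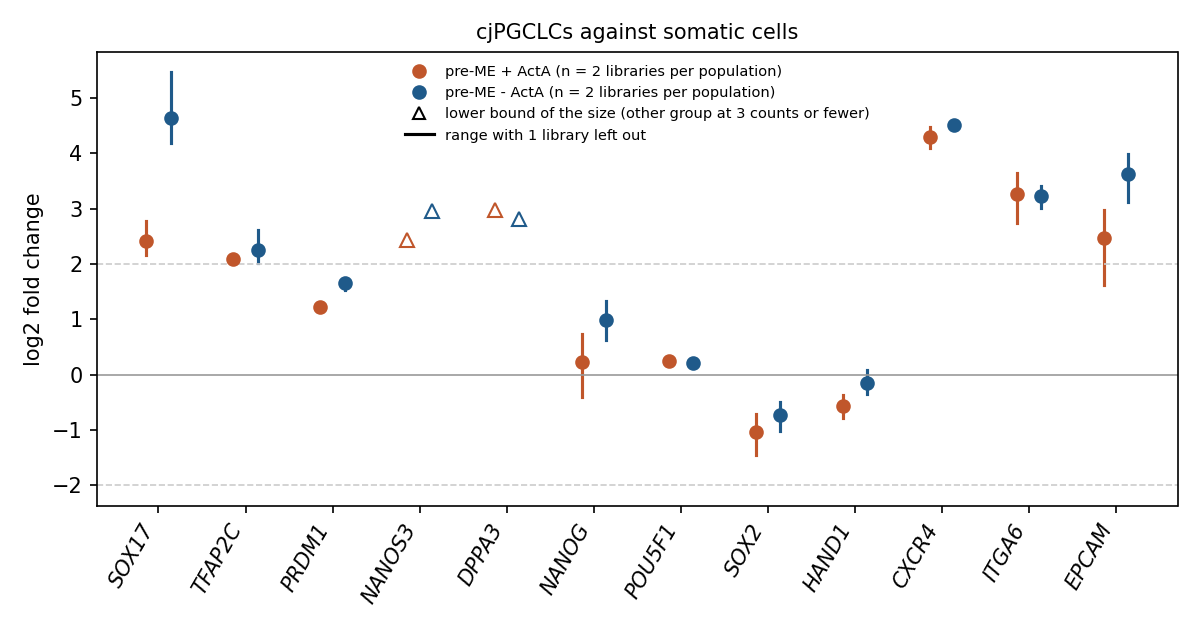
Log2 fold changes of 12 genes between cjPGCLCs and somatic cells from pre-ME + ActA and pre-ME − ActA, on a linear axis of log2 units with dashed lines at 2 and -2. Circles are edgeR estimates from 2 libraries per population, bars the range with 1 library left out, and open triangles lower bounds; the genes of the sort markers CXCR4 and ITGA6 lie above 2 in both, NANOG and POU5F1 between the dashed lines.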

The INTα6-CXCR4 double-positive cjPGCLCs induced from pre-ME + ActA or pre-ME − ActA as compared to INTα6-CXCR4 double-negative somatic cells showed up-regulation of key PGCLC markers, including *SOX17*, *TFAP2C*, *PRDM1*, *EOMES*, *NR5A2*, *NANOG*, *OCT4* (*POU5F1*), and *DPPA3* (Fig 6D and E). 

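NANOS3 had counts of 50 and 10 in cjPGCLCs and 2 and 1 in somatic cells from pre-ME + ActA, and 81 and 28 and 0 and 2 from pre-ME − ActA. It was at least 5.36-fold higher in cjPGCLCs with ActA (adjusted p = 0.0211) and at least 7.74-fold higher without (adjusted p = 0.00165).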

Importantly, this was also the case for *NANOS3*, which is specifically expressed in the germline (Tsuda et al, 2003). Conversely, somatic genes including *HOXD4*, *HOXB6*, *MIXL1*, and *HAND1* were down-regulated. 

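HAND1 was expressed in all sorted populations, with 2496 ± 511 normalised counts (SD, n = 2) in cjPGCLCs and 3716 ± 309 (SD, n = 2) in somatic cells from pre-ME + ActA. Its log2 fold change was -0.57 (standard error 0.22, adjusted p = 0.195) with ActA, where the libraries of the 2 groups did not overlap, and -0.15 (standard error 0.22, adjusted p = 0.791) without, where they did. With the adjustment over the genes of Fig 6D alone, HAND1 with ActA had an adjusted p of 0.0448. HOXD4, HOXB6 and MIXL1 had at most 11 counts in any sorted library, and none of them passed the test over all genes (adjusted p = 0.209 and 0.0746 with and without ActA for HOXD4, 0.175 and 0.973 for HOXB6, 0.991 and 0.96 for MIXL1). HOXD4 had 7 and 6 counts in somatic cells and 0 and 4 in cjPGCLCs with ActA, and 9 and 5 against 2 and 2 without. None of the genes of Fig 6D was lower in cjPGCLCs at both thresholds. With the adjustment over the list alone, 2 were lower with ActA, HOXD4 and HOXB6, and 1 without, HOXD4. Fig 6D shows these same libraries, so its list may not be independent of them.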

Also, the pluripotency factor *SOX2* was expressed but down-regulated, which is one of the key differences between rodent and primate PGC development (Irie et al, 2015; Sasaki et al, 2015; Sugawa et al, 2015).

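SOX2 had 1466 ± 527 normalised counts (SD, n = 2) in cjPGCLCs and 3022 ± 315 (SD, n = 2) in somatic cells with ActA, a log2 fold change of -1.04 (standard error 0.25, adjusted p = 0.0225). Without ActA it had 1336 ± 333 and 2248 ± 48.1 (SD, n = 2 each), a log2 fold change of -0.74 (standard error 0.25, adjusted p = 0.0804). With the replicate block the adjusted p was 0.00353 with ActA and 0.0186 without. In both comparisons the libraries of cjPGCLCs lay below those of somatic cells. The paper sets the lower level of SOX2 beside the difference between rodents and primates in this gene during PGC development.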

Next, we compared the transcriptomes of cjPGCLCs with published datasets for mPGCLCs and human PGCLCs (hPGCLCs) (Sasaki et al, 2015; Tang et al, 2022). 

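Across the 25102 genes, the 6 pairs of the 4 cjPGCLC libraries had Pearson's correlations of log2(normalised counts + 1) between 0.983 and 0.988. The 2 replicates of one pre-ME condition reached 0.987 with ActA and 0.988 without, and pairs of different conditions 0.983 to 0.987. Genes are not independent replicates, and no p-value is given. Over genes with a mean of at least 10 normalised counts, replicates reached 0.986 with ActA and 0.987 without, and pairs of different conditions 0.970 to 0.977. The human and mouse datasets of Fig 7A were not analysed here.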

Pearson’s correlations show that the transcriptomes of d4 cjPGCLCs cluster with d4 hPGCLCs (0.59–0.63) (Fig 7A). In contrast, both hPGCLC and cjPGCLC transcriptomes correlate less (0.25–0.41) with mPGCLCs at d4 or d6 of differentiation.

**Figure 7.**
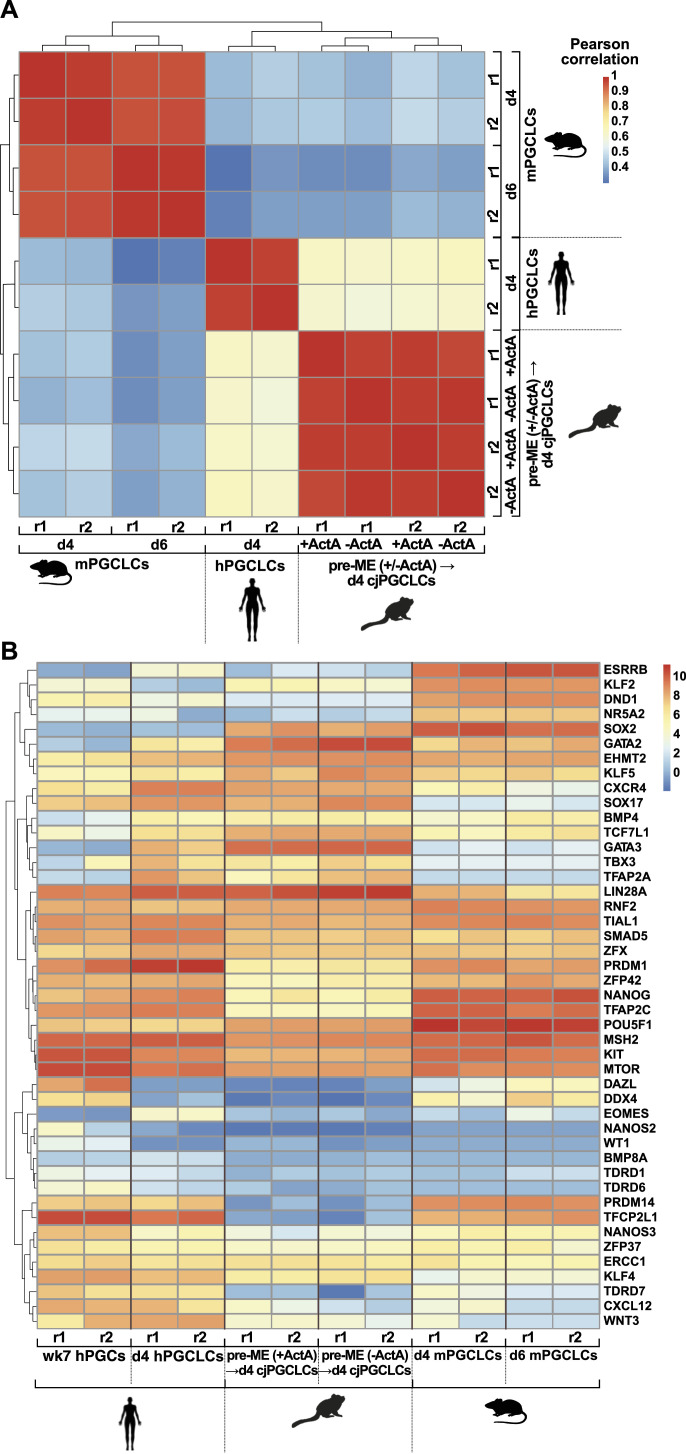
Transcriptional programme of mPGCLCs, cjPGCLCs, and hPGCLCs. **(A)** Pearson’s correlation of RNA-seq datasets for d4 cjPGCLCs induced from pre-ME (+/−ActA) and published data for d4/d6 mPGCLCs (GSE67259) and d4 hPGCLCs (GSE159654). **(B)** Heatmap showing expression levels of genes associated with PGC development in d4 cjPGCLCs, d4/d6 mPGCLCs, d4 hPGCLCs, and hPGCs (week 7, GSE159654). Scale: log_2_(normalised counts + 1), r = replicate.

To characterise this further, we analysed the gene expression profile of various PGC markers between PGCLC samples, including published datasets for embryonic human PGCs at week 7 of development (Tang et al, 2022). 

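In cjPGCLCs, KIT had 866 ± 68.6 normalised counts (SD, n = 2) from pre-ME + ActA and 1036 ± 148 (SD, n = 2) from pre-ME − ActA. POU5F1 had 1435 ± 77.7 and 1419.6 ± 54.0 normalised counts (SD, n = 2 each), and NANOG 217 ± 114 and 192 ± 65.2. PRDM1 had 209 ± 17.8 and 283 ± 6.28, and TFAP2C 114 ± 0.349 and 113 ± 18.3. Each of these 5 genes had over 3 counts in all 4 cjPGCLC libraries.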

A large number of genes showed a similar expression profile in PGCLCs of all three species including the expression of POU5F1 (OCT4), NANOG, PRDM1, TFAP2C, and KIT (Fig 7B). Notably, PRDM14 could be only detected in hPGCLCs and mPGCLCs, indicating species-specific differences. 

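PRDM14 had counts of 1 and 2 in the cjPGCLC libraries with ActA and 1 and 2 in those without, at or under 3 counts in all 4. In cjiPSCs in cjPSCM it had 8 and 52 counts, and in pre-ME 22 and 8 with ActA and 58 and 27 without.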

Importantly, we also observed primate-specific up-regulation of PGC-associated genes including SOX17, KLF4, TFAP2A, GATA3, and TBX3 in hPGCLCs and cjPGCLCs as opposed to mPGCLCs. 

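In cjPGCLCs, KLF4 had 237 ± 9.37 normalised counts (SD, n = 2) with ActA and 388 ± 30.9 (SD, n = 2) without. For TFAP2A the levels were 223 ± 151 and 906 ± 73.4, for GATA3 3328 ± 299 and 3913 ± 116, and for TBX3 267 ± 54.5 and 547 ± 138 (SD, n = 2 each). In the somatic cells with and without ActA, KLF4 had 44.1 ± 20.2 and 42.4 ± 5.26 normalised counts, TFAP2A 291 ± 61.6 and 668 ± 181, GATA3 4246 ± 107 and 4607 ± 184, and TBX3 88.1 ± 1.9 and 97.2 ± 13.5 (SD, n = 2 each). Mouse and human PGCLCs were not analysed here.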

Taken together, these data suggest that cjiPSCs cultured in cjPSCM in feeder-free conditions can be induced into cjPGCLCs with a transcriptional profile reminiscent of hPGCLCs.

## Discussion

The marmoset monkey has gained increasing attention in the field of germ cell research as a surrogate model to study early primate development. In this study, we further extend the dataset for in vivo cjPGC characterisation by immunostaining marmoset genital ridges at day E74 (equivalent to CS18). This analysis confirmed the presence of gonadal cjPGCs expressing AP2Ɣ, BLIMP1, OCT4A, NANOG, and SOX17 but not SOX2 at the selected developmental time point (Fig 1), consistent with a previous study of cjPGCs at E50 (Seita et al, 2023). Thus, as a New World monkey, marmosets share molecular key features of PGC developmental traits with humans, Old World monkeys, pigs, and rabbits (Irie et al, 2015; Sasaki et al, 2016; Kobayashi et al, 2017, 2021). Marmoset PSCs may therefore provide an attractive model for complete in vitro gametogenesis, which has only been achieved with mouse PSCs to date (Yoshino et al, 2021; Murakami et al, 2023).

We have generated a panel of transgene-free and feeder-free cjiPSCs using episomes for the transient expression of reprogramming factors (Okita et al, 2011). Most cjiPSC lines were transgene-free (except line #1) and could also be maintained in feeder-free conditions using a combination of UPPS medium and Geltrex for coating (Fig 2C), which we have previously used to successfully generate feeder-free human, macaque, and baboon iPSCs (Stauske et al, 2020). The UPPS formulation consists of StemMACS iPS-Brew XF as basal medium and the combination of CHIR and IWR-1, which activate and inhibit WNT signalling, respectively. WNT inhibition is required to maintain cyESCs and cjiPSCs on MEFs (Sakai et al, 2020; Seita et al, 2023). In our hands, the combination of CHIR and IWR-1 contributes to the stabilisation of NHP cell lines, which are per se more unstable in feeder-free culture than their human counterparts (Petkov et al, 2020; Stauske et al, 2020). Consistently, CHIR/IWR-1 can act synergistically to promote self-renewal of human ESCs and mouse epiblast stem cells by first activating (CHIR) and then stabilising (IWR-1) β-catenin in the cytoplasm (Kim et al, 2013). In addition, during the first passages of cjiPSC derivation, we also supplemented the medium with ActA and LIF. ActA has been shown to be part of the factors secreted by the feeder cells in MEF-dependent culture, and contributes to the maintenance of marmoset and human PSCs in an undifferentiated state at low concentrations (Beattie et al, 2005; James et al, 2005; Vallier et al, 2009; Nii et al, 2014). Interestingly, the combination of ActA and LIF promotes better morphology of the generated cjiPSC lines than ActA alone, which is in contrast to the culture conditions described for the maintenance of cjESCs (Nii et al, 2014). In addition, we show that cjiPSCs can also be cultured in TESR medium without feeders, which demonstrates the possibility of maintaining NHP PSCs in commercial medium formulations designed for human PSCs without the addition of supplements. This does not necessarily conflict with the versatility of UPPS medium as it provides suitable conditions for both stable and unstable cell lines. Further work will be required to dissect the similarities and differences between marmoset versus human pluripotency to understand the reasons for the preferred culture conditions for cjiPSCs.

Culture conditions determine the pluripotent state of PSCs, which also appears to determine the competence for the PGCLC fate. Our attempts to differentiate cjPGCLCs from primed cjiPSCs cultured in UPPS, E8, or TESR medium were unsuccessful (Fig S8). Considering that PGCs arise within extraembryonic amniotic cells in cynomolgus monkey embryos (Sasaki et al, 2016), we sought to adapt cjiPSCs to hEPSCM, which confers developmental competence to both embryonic and extraembryonic lineages in hESCs/hiPSCs (Gao et al, 2019). To this end, we found that hEPSCM was only suitable to maintain cjiPSC lines in an undifferentiated state when FGF2 and TGFβ were added (cjPSCM). Compared with cjiPSCs cultured in TESR medium, we did not observe an increase in the expression of core pluripotency factors, which is the case for human ESCs in hEPSCM (Gao et al, 2019). However, cjPSCM induced the expression of naïve and formative pluripotency-associated markers, whereas many lineage-associated genes were repressed (Fig 4). This suggests that in addition to the similarities between various NHP and human PSCs, the marmoset presents species-specific aspects of pluripotency regulation that require further investigation.

**Figure S8.**
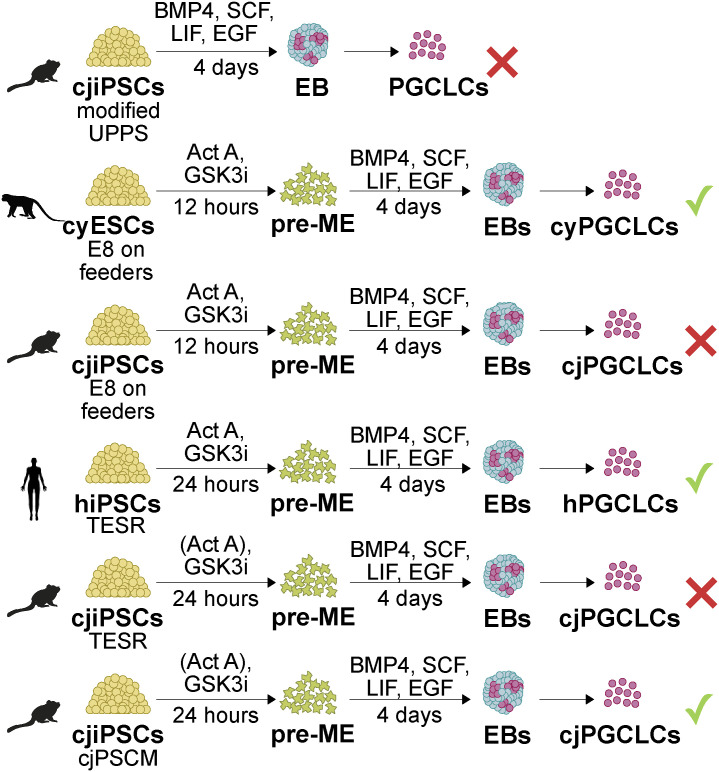
Schematic representation of PGCLC differentiation approaches used in this study. Shown are culture conditions and differentiation approaches to induce PGCLCs from cjiPSCs, cyESCs, or hiPSCs cultured in indicated conditions in this study.

Our established culture conditions allow cjiPSCs to differentiate into pre-ME and subsequently into cjPGCLCs (Figs 5A and B and S4), which express various PGC markers and down-regulate somatic genes (Fig 6D and E). Without the addition of ActA, cjiPSCs were not only able to differentiate into pre-ME, but the resulting cjPGCLC population showed a higher expression of PGC-associated markers compared with somatic cells (Fig 6D and E). 

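Whether the difference between cjPGCLCs and somatic cells was larger without ActA was tested as an interaction in the same model. Of 15797 genes, 10 had an adjusted p under 0.05, 25 with the replicate block, 93 of 13909 with DESeq2 on all 20 libraries and 269 of 25102 with no filter. None of SOX17, TFAP2C, PRDM1, NANOS3, DPPA3, NANOG and POU5F1 was among the first 10. For SOX17 the difference of the log2 fold changes was 2.21 (standard error 0.70, adjusted p = 0.387), and between 1.77 and 3.05 with 1 library left out. SOX17 passed an adjusted p of 0.05 with the fit on the 8 sorted libraries only and with no filter. Between the cjPGCLCs of the 2 protocols, 19 genes were higher and 41 lower without ActA, 21 and 44 with the replicate block, and the correlation between same-numbered cultures was 0.258 across genes. With 1 library left out, 35 to 58 of these 60 genes kept a log2 fold change beyond 2 in the same direction. SOX17 and NANOS3 were not past the adjusted p between them (log2 fold change 1.13 and 0.86, adjusted p = 0.212 and 0.532). SOX17 had 973 ± 85.5 normalised counts in cjPGCLCs with ActA and 2124 ± 39.2 without (SD, n = 2 each), and the libraries did not overlap. The test shares its spread over all conditions, and SOX17 varied more elsewhere, as in cjiPSCs in cjPSCM (511 ± 358). Its adjusted p therefore does not show that SOX17 was equal in the 2 protocols. Of 10 tested PGC genes of Fig 6D, 1 had an adjusted p under 0.05 in this comparison and 0 were past both thresholds. GATA2, a gene of Fig 6D, had 3038 ± 588 normalised counts with ActA and 5867 ± 97.9 without (SD, n = 2 each), and the libraries did not overlap. TFAP2A was higher without ActA, by 2.06 (standard error 0.37, adjusted p = 0.00652) on the log2 scale, and HOXA9 lower, by -3.76 (standard error 0.44, adjusted p = 0.000383).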

Both ActA and TGFβ binding to receptors can induce a SMAD-dependent regulation of common target genes (James et al, 2005). Thus, the addition of TGFβ to cjPSCM may be sufficient to subsequently induce pre-ME, whereas the addition of ActA during pre-ME differentiation may prone the cells towards mesoderm rather than the PGC fate, which is consistent with the up-regulation of genes associated with the GO term *mesoderm development* (Fig S6A). Moreover, BMP4 signalling secreted by extraembryonic mesenchyme appears to play the dominant role in amnion formation in marmosets as opposed to ACTIVIN/NODAL and FGF (Bergmann et al, 2022). Considering that primate PGCs and amniotic cells may originate from the same precursors (Chen et al, 2019; Castillo-Venzor et al, 2023), we can assume that PGC formation is also independent of ACTIVIN/NODAL signalling. This provides an alternative explanation for why cjPGCLCs can be specified in the absence of ActA.

Recent studies have demonstrated the differentiation of cjPGCLC from cjiPSCs, which were maintained on feeder cells (Seita et al, 2023; Shono et al, 2023). Feeder cells secrete essential growth factors and cytokines that promote self-renewal of human PSCs, including TGFβ (Eiselleova et al, 2008; Villa-Diaz et al, 2013). Importantly, we have shown that cjPGCLCs can be induced from cjiPSCs cultured without feeders when maintained in the cjPSCM containing TGFβ.

Our study adds a panel of cjiPSCs in feeder-free and chemically defined conditions that can give rise to cjPGCLCs, which resemble early marmoset and human PGCs/PGCLCs. The defined cell culture conditions allow efficient and targeted analysis of the factors that control and modulate cell differentiation. With this study, we aim to contribute to the refinement of NHP iPSC technologies and to strengthen the role of the marmoset monkey as a surrogate model to study primate germ cell development and the production of functional gametes in vitro.

## Materials and Methods

### Animals and isolation of marmoset primary fibroblasts and PSCs

Marmoset fibroblasts used for reprogramming were obtained from one foetal and two postnatal marmosets. Marmoset foetal fibroblasts were extracted from foetuses at day 70–74 of gestation used in an unrelated project (Wolff et al, 2019) licensed by the Lower Saxony’s State Office of Consumer Protection and Food Safety (Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit; LAVES; license number 42502-04-16/2129). These fibroblasts were previously also used for the generation of iPSCs in another study (Petkov et al, 2020). Neonatal skin fibroblasts were extracted from one male and one female animal. The neonatal marmoset monkeys were obtained from the breeding colony of the German Primate Center. In captivity, marmosets sometimes give birth to triplets or even quadruplets. However, the mother is often able to feed and rear only two neonates, which is the normal litter size in free-living marmosets. For animal welfare reasons, the newborn, which receives an insufficient amount of milk from the mother, loses weight and must then be euthanised before it begins to suffer and would die. The neonatal samples used in this study were taken from such neonates from triplet or quadruplet births.

An HiPSC line (HPSI0114i-kolf_2) was obtained from HipSci (https://www.hipsci.org) and a cyESC line MF12 from the laboratory of Azim Surani (Gurdon Institute, Cambridge).

### Transfection of primary cells and reprogramming

Marmoset fibroblasts were isolated for outgrowths of small skin samples and cultured in cell culture plates coated with 0.1% gelatine (50-189-667FP; Thermo Fisher Scientific) in fibroblast medium (89 ml DMEM (10569010; Gibco), 10 ml FBS (A3160501; Gibco), 1 ml non-essential amino acids (NEAA, 11140-035, 100×; Gibco), and 0.1 mM 2-mercaptoethanol (31350010; Thermo Fisher Scientific)) supplemented with 10 ng/ml bFGF (100-18B; PeproTech) and penicillin–streptomycin (15140122; Thermo Fisher Scientific). After passage, two primary cell lines were propagated in fibroblast medium without antibiotics. The fibroblasts were transfected between passages 3 and 5 after isolation. Cultures with the highest proliferation potential were selected to increase reprogramming efficiency. A total of 1 × 10^6^ cells were transfected using 4D-Nucleofector (Lonza) (Program CA137) with 6 μg plasmid DNA, containing the episomal vectors pCXLE-hSK (#27078; Addgene), pCXLE-hUL (#27080; Addgene), and pCXLE-hOCT3/4-shp53-F (plasmid #27077; Addgene). After nucleofection, the fibroblasts were maintained in Geltrex-coated dishes (A1413202; Thermo Fisher Scientific) in fibroblast medium supplemented with a pro-survival compound (ROCKi, 688000; Merck) for 1 d, and supplemented with 0.5 mM sodium butyrate (B5887; Sigma-Aldrich) for the next 6d. At d8, the medium was replaced with E8 medium (A1517001; Gibco) or UPPS medium (Table S1) with 0.5 mM sodium butyrate until d11. From d12, the transfected fibroblasts were maintained in Essential 8/UPPS medium alone. Putative iPSC colonies were manually picked from the primary plates and transferred to freshly Geltrex-coated plates with UPPS medium.

### Maintenance of cjiPSCs, cyESCs, and hiPSCs

CjiPSCs were cultured on Geltrex-coated (A1413202; Thermo Fisher Scientific) dishes under feeder-free conditions unless stated otherwise. CjiPSCs were established in the UPPS (Stauske et al, 2020) or alternatively in UPPS medium supplemented with 4 ng/ml Activin A (120-14P; PeproTech) and 10 ng/ml recombinant human LIF (300-05; PeproTech) (Table S1). After stabilisation, cjiPSCs were maintained in UPPS medium for expansion and characterisation.

For the generation of PGCLCs, cjiPSCs were transferred to modified UPPS medium (Petkov et al, 2020) as previously described. Briefly, cjiPSCs were cultured in StemMACS iPS-Brew XF medium (130-104-368; Miltenyi Biotec) supplemented with 1 μM IWR-1 (I0161-5MG; Sigma-Aldrich), 0.5 μM CHIR (Stem Cell Institute (SCI)), 10 μM forskolin (S2449; Selleckchem), and 1 ng/ml ActA (120-14P; PeproTech). In addition, we tested the culture of the cjiPSCs and cyESCs in Essential 8 (E8) medium (A1517001; Thermo Fisher Scientific) with the addition of 5% KSR (10828010; Gibco) and 2.5 μM IWR1 on feeder cells. cjiPSCs were also differentiated into PGCLCs after adaptation to TeSR-E8 medium (05990; StemCell Technologies). Finally, to increase the competence, the cjiPSC lines were transferred to cjPSCM, which is derived from hEPSCM, but with the addition of 1 ng/ml TGFβ (100-21C; PeproTech) and 8 ng/ml FGF2 (SCI Facility, Cambridge).

CyESCs were cultured on vitronectin-coated (A14700; Gibco) dishes in E8 medium with the supplements as described above. hiPSCs were maintained on vitronectin-coated dishes in TeSR-E8 medium.

The medium was changed every day, and the cells were passaged every 3–5 d using Versene (15040033; Gibco) (cjiPSCs and hiPSCs) or 0.25% trypsin/EDTA (25200056; Gibco) (cyESCs). 10 μM Y-27632 2HCl (S1049; Selleckchem) was added for 1 d after passaging.

### Spontaneous differentiation in vitro

cjiPSCs were differentiated in vitro using the EB formation assay according to a previously published protocol (Stauske et al, 2020). After treatment with collagenase type IV, cell clumps derived from single colonies were cultured as a suspension in UPPS medium for 24 h, to allow complete aggregation. The UPPS medium was then replaced with differentiation medium (IMDM [12440053; Thermo Fisher Scientific], 20% FBS [16000044; Gibco], 1x MEM NEAA [11140-035; Gibco], and 450 μM 1-thioglycerol [M1753; Sigma-Aldrich]). After 8 d, the EBs were transferred to a cell culture plate with coverslips coated with 0.1% gelatine (ø 25 mm; Thermo Fisher Scientific). After 25 d from the start of the protocol, coverslips containing embryoid body outgrowths were fixed and immunostained.

### PGCLC induction

The induction of marmoset, human, and cynomolgus monkey PGCLCs was performed as previously described (Irie et al, 2015; Kobayashi et al, 2017). Briefly, confluent cjiPSCs, cyESCs, or hiPSCs were washed with 1x PBS (20012-019; Gibco) once and then trypsinised with 0.25% trypsin/EDTA (25200056; Gibco). Cells were incubated at 37°C for 3 min and resuspended in MEF medium (DMEM/F-12 [21331-020; Gibco], 10% FBS [10270106; Gibco], 2 mM L-Glutamine [25030081; Gibco], 100 U/ml penicillin–streptomycin [15140122; Gibco]). The cells were passed through a 35-μm cell strainer (352235; Falcon) to remove the clumps, and the obtained suspension was centrifuged at 200*g* for 4 min. The cell pellet was resuspended in aRB27 medium (Advanced RPMI 1640 [12633012; Gibco], 1% B-27 supplement [17504001; Gibco], 1x MEM NEAA [11140-035; Gibco], 2 mM L-Glutamine [25030081; Gibco], and 100 U/ml penicillin–streptomycin [15140122; Gibco]) and subjected either to direct PGCLC induction or first to pre-induction towards pre-ME and then to PGCLC induction.

For pre-ME induction, dissociated cells were seeded on vitronectin-coated 12-well plates containing aRB27 medium (Advanced RPMI 1640 [12633012; Gibco], 1% B-27 supplement [17504001; Gibco], 1x MEM NEAA [11140-035; Gibco], 2 mM L-glutamine [25030081; Gibco], and 100 U/ml penicillin–streptomycin [15140122; Gibco]) with ActA (aRB27, 100 ng/ml ActA [SCI Facility, Cambridge], 3 μM CHIR [SCI facility, Cambridge], 10 μM Y-27632 2HCl [S1049; Selleckchem]) or without ActA (aRB27, 3 μM CHIR, 10 μM Y-27632 2HCl) at a density of 200,000 cells/well. hiPSCs and cyESCs were pre-induced for 12 h in the medium with ActA, whereas cjiPSCs were pre-induced for 24 h in the medium either with or without ActA.

For PGCLC induction, dissociated PSCs (direct PGCLC induction) or pre-ME cells were washed with PBS, trypsinised for 3 min at 37°C, resuspended in MEF, passed through the strainer, and centrifuged at 200*g* for 4 min. The cell pellet was resuspended in aRB27 medium, and after adjusting the cell concentration to 5,000 (h and cm) or 10,000 (cj) cells/100 μl/well, the corresponding volume of the cell suspension was added to PGCLC medium (aRB27, 500 ng/ml BMP4 [314-BP; R&D Systems], 10 ng/ml hLIF [SCI], 100 ng/ml SCF [455-MC-010; R&D Systems], 50 ng/ml mEGF [2028-EG-200; R&D Systems], and 10 μM Y-27632 2HCl [S1049; Selleckchem]). 100 μl of the cell suspension in PGCLC medium was plated into an ultra-low U-bottom 96-well plate (650979; Greiner or 7007; Costar), and resulting EBs were cultured for 2–6 d.

### Alkaline phosphatase staining

Alkaline phosphatase staining was performed with Leukocyte Alkaline Phosphatase Kit (85L1; Sigma-Aldrich), following the manufacturer’s recommendations.

### Immunofluorescence staining, EB processing, and imaging

For cjiPSC characterisation, cells grown on glass coverslips were fixed in 4% (wt/vol) paraformaldehyde (AGR1026; Agar Scientific) in PBS for 20 min at RT and then washed three times with PBS. For blocking, 1% BSA (8076.2; Carl Roth) in PBS was used, and subsequently, the cells were incubated with primary antibodies (Table S2), diluted in 1% BSA plus 1% Triton X-100 (BP151-100; Thermo Fisher Scientific) in PBS at 4°C overnight. The cells were then washed three times with PBS and incubated with secondary antibodies (Table S2), also diluted in 1% BSA, for 1 h at 37°C. DNA staining was performed by incubating the cells with 1 μg/ml DAPI (D9542; Sigma-Aldrich) diluted in water for 10 min at RT. The cells were mounted with Vectashield (H-1000; Vector Laboratories) and analysed with a fluorescence confocal microscope (LSM 980; Zeiss).

Table S2 List of antibodies.

For EB processing, the EBs were collected and washed with PBS. For fixation, EBs were incubated in 4% (wt/vol) paraformaldehyde for 20 min at RT. The paraformaldehyde was discarded, and EBs were washed three times in PBS. EBs were subjected to either 1-h or overnight incubation in 10% sucrose at 4°C, followed by 1-h incubation in 20% sucrose at 4°C. EBs were embedded in OCT (6478.2; Cell Path), incubated for 30 min at 4°C, and frozen at −80°C until further use. Marmoset E74 genital ridges were processed as described above. For cryosectioning, a Leica cryostat was used, and 8-μm sections were collected on charged slides (J7800AMNT; Epredia), which were stored at −80°C until further use.

For immunofluorescence staining of EBs or genital ridges, slides were first washed three times for 5 min in PBS and then incubated in permeabilisation buffer (PBS, 1% BSA, 0.1% Triton X-100) for 30 min in a humidified chamber. The slides were incubated with primary antibodies overnight at 4°C. The slides were washed in PBS and incubated with secondary antibodies for 1 h at RT. The slides were washed in PBS, incubated with DAPI, and washed again before mounting with Vectashield. Imaging was performed using a Zeiss fluorescence confocal microscope (LSM 980) with Zeiss Plan-Apochromat 10x/0,45 M27, Zeiss Plan-Apochromat 20x/0,8 M27, Zeiss LC LCI Plan-Apochromat 25x/0.8 Imm Korr DIC M27, or Zeiss Plan-Apochromat 40x objectives.

### DNA/RNA isolation and PCR

Genomic DNA was extracted from snap-frozen cell pellets using DNeasy Blood and Tissue Kit (69556; QIAGEN). The absence of reprogramming plasmid DNA was demonstrated by PCR using primers specific for regions conserved between the three plasmids (Table S3). PCR was performed using Taq DNA Polymerase with Standard Taq buffer (M0273S; New England Biolabs).

Table S3 Primers.

Total RNA was extracted from snap-frozen cell pellets using NucleoSpin RNA Plus Kit (740984.50; Macherey-Nagel), Arcturus PicoPure RNA Isolation Kit (KIT0204; Thermo Fisher Scientific), or RNeasy Plus Micro Kit (74034; QIAGEN) according to the manufacturer’s instructions. gDNA was removed by DNase I treatment (M0303S; New England Biolabs). Oligos were synthesised by IDT.

### FACS

FACS was performed as previously described with some minor modifications (Kobayashi et al, 2017). Briefly, primate EBs were harvested on day 4, washed with PBS, and incubated in 0.25% trypsin/EDTA in a thermomixer at 850 rpm at 37°C for 9–13 min. The reaction was stopped with 3% FBS in PBS, and the cell suspension was pipetted until it was dissociated into single cells and then passed through the strainer. The cells were centrifuged, and the cell pellet was resuspended in 3% FBS in PBS. Then, the dissociated cells were stained for CXCR4-APC (306510; BioLegend) and INTα6-BV421 (313624; BioLegend) for 1 h in the dark on ice. Afterwards, the cells were washed in 3% FBS in PBS and subjected to FACS using SONY Cell Sorter SH800Z.

### RNA-seq

40 ng of RNA from cjiPSCs, pre-ME, and FACS-sorted cells was subjected to RNA-seq using NEBNext Ultra II RNA Library Prep Kit for Illumina (E7775; NEB) with NEBNext Poly(A) mRNA Magnetic Isolation Module (E7490; NEB). The library preparation was performed according to the manufacturer’s instructions. Libraries were multiplexed and sequenced (paired-end 100) using a NovaSeq 6000 instrument.

### RNA-seq analysis

Quality checking of raw reads was performed using FastQC v0.11.8 and subsequently mapped to the *C. jacchus* reference genome assembly calJac4 using STAR 2.7.0a (Dobin et al, 2013). Aligned reads were assigned to gene annotations using HTSeq-count, version 0.11 (Anders et al, 2015). Read normalisation and differential analysis were performed using DESeq2 (Love et al, 2014). Genes were considered differentially expressed if they had an absolute log_2_FoldChange > 2 and an adjusted *P*-value of <0.05. Heatmaps were generated using the pheatmap R package (https://rdrr.io/cran/pheatmap/). GO enrichment analysis was performed using clusterProfiler (Yu et al, 2012). Coverage tracks requiring bigwig files were generated using deepTools v3.3.1 (Ramírez et al, 2016).

## Supplementary Material

Reviewer comments

## Data Availability

All data are available in the main text or the supplementary materials. Next-generation sequencing data are available using the GEO accession number GSE243324. cjiPSC lines are available upon request.

# Supplementary material for: Generation of marmoset primordial germ cell–like cells under chemically defined conditions
**Source:** Life Sci Alliance. 2024 Mar 18;7(6):e202302371. doi: 10.26508/lsa.202302371
**Supplement:** Supplementary file 1

**Supplementary Table 1: Compositions of media used to culture cjiPSCs**

| **Name** | **Objective** | **Reference** | **Composition** |
| --- | --- | --- | --- |
| **UPPS** | Reprogramming, maintenance and PGCLC differentiation | Rodríguez-Polo *et al*, 2022) | StemMACS iPS Brew XF supplemented with 1 μM IWR-1 and 0.5 μM CHIR99021 |
| **Modified UPPS** | PGCLC differentiation | Petkov *et al*, 2020 | StemMACS iPS Brew XF supplemented with 1 μM IWR-1, 0.5 μM CHIR, 10 μM Forskolin, 10 ng/ml LIF and 1 ng/ml Activin A |
| **Culture in E8 on feeder cells** | PGCLC differentiation | Commercial culture medium | Essential 8, 5%KSR and 1 μM IWR-1 |
| **TESR E8** | PGCLC differentiation | Commercial culture medium | TESR-E8 |
| **cjPSCM** | PGCLC differentiation | This publication (based on Gao *et al*, 2019) | N2B27 basal media, 1 µM CHIR99021, 0.1 µM A419259, 2.5 µM 2.0 µM IWR-1, 65 µg/ml vitamin C, 10 ng/ml LIF, 1ng/ml TGFβ and 8ng/ml FGF2 |

# Supplementary material for: Generation of marmoset primordial germ cell–like cells under chemically defined conditions
**Source:** Life Sci Alliance. 2024 Mar 18;7(6):e202302371. doi: 10.26508/lsa.202302371
**Supplement:** Supplementary file 2

**Supplementary Table 2: List of antibodies**

|  | Name | Company | Catalog # | Dilution |
| --- | --- | --- | --- | --- |
| Primary antibodies cjiPSC characterisation | alfa-fetoprotein | Dako | A0008 | 1:100 |
|  | beta-tubulin III | Sigma-Aldrich | T8660 | 1:1000 |
|  | LIN28 | R&D Systems | AF3757 | 1:300 |
|  | NANOG | Cell Signalling | 4903 | 1:400 |
|  | SALL4 | Abcam | ab57577 | 1:200 |
|  | Smooth muscle actin (SMA) | Sigma-Aldrich | A2547 | 1:1000 |
|  | TRA-1-60 | eBioscience | 14-8863 | 1:100 |
|  | TRA 1-81 | eBioscience | 14-8883 | 1:100 |
|  | SOX17 | R&D Systems | AF1924 | 1:750 |
| Primary antibodies PGCLC/PGC characterisation | AP2g | Santa Cruz | sc-12762 | 1:50 |
|  | BLIMP1 | Cell Signalling | 9115 | 1:100 |
|  | NANOG | Cell Signalling | 4903 | 1:100 |
|  | NANOG | R&D | AF1997 | 1:100 |
|  | OCT4A | Cell Signalling | 2890 | 1:300 |
|  | SOX2 | Santa Cruz | sc-17320 | 1:500 |
|  | FOXA2 | Cell Signalling | 8186 | 1:500 |
| Secondary antibodies | Alexa555-goat-α-mouse IgG | Thermo Fisher | A21424 | 1:1000 |
|  | Alexa568-donkey-α-mouse IgG | Thermo Fisher | A10037 | 1:400 |
|  | Alexa488-goat-α-mouse IgG | Thermo Fisher | A11029 | 1:1000 |
|  | Alexa488-goat-α-mouse IgG/IgM | Thermo Fisher | A10680 | 1:1000 |
|  | Alexa488-donkey-α-goat IgG | Thermo Fisher | A11055 | 1:1000 |
|  | Alexa488-donkey-α-rabbit IgG | Thermo Fisher | A21206 | 1:1000 |
|  | Alexa-555-donkey-α-rabbit IgG | Thermo Fisher | A31572 | 1:400 |

# Supplementary material for: Generation of marmoset primordial germ cell–like cells under chemically defined conditions
**Source:** Life Sci Alliance. 2024 Mar 18;7(6):e202302371. doi: 10.26508/lsa.202302371
**Supplement:** Supplementary file 3

**Supplementary Table 3: Primers**

| **Name** | **Sequence (5’-3’)** |
| --- | --- |
| **WPRE_fw** | GCTATTGCTTCCCGTATGGC |
| **WPRE_rev** | CAAAGGGAGATCCGACTCGT |
| **OriP1_fw** | GGTTCACTACCCTCGTGGAAT |
| **OriP1_rev** | CGGGGCAGTGCATGTAAT |
| **β-actin_fw** | GACCTGACTGACTACCTCATG |
| **β-actin_rev** | GGTAGTTTCGTGGATGCCACA |
| **OCT4_RT-PCR_fw** | GATCGGATCCTTGGGGCGCCTTCCTTC |
| **OCT4_RT-PCR_rev** | CAGGGTGATCCTCTTCTGCTTC |
| **KLF4_RT-PCR_fw** | GGAAGACGATCTTGGCCCCG |
| **KLF4_RT-PCR_rev** | TACTCTAGACAGTGTGGGTCATATCCACTG |
| **c-MYC_RT-PCR_fw** | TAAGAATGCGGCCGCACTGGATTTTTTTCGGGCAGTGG |
| **c-MYC_RT-PCR_rev** | CCTGGATGATGATGTTTTTGATG |
| **β-actin_RT-PCR_fw** | GGTAGTTTCGTGGATGCCACA |
| **β-actin_RT-PCR_rev** | GACCTGACTGACTACCTCATG |

How the deposited data were processed for this re-analysis (not part of the article)

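RNA-seq data of the marmoset line DPZ_cjiPSC#2 were analysed, with 20 libraries of 10 conditions and 2 biological replicates in each. The conditions were cjiPSCs in TESR medium and in cjPSCM, pre-ME from each of these with or without ActA, and cjPGCLCs and somatic cells sorted from embryoid bodies that came from the pre-ME of the cjPSCM cultures, again with or without ActA. Conditions and replicate numbers were taken from the sample labels and the paper. The labels name EpCAM as a sort marker where the paper names INTα6 and CXCR4, and the sorted cells were grouped as in the paper.

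The authors made poly(A) libraries, checked the paired-end reads with FastQC, mapped them with STAR to the assembly calJac4 and counted them with HTSeq-count, and they deposited the raw count of each gene in each library. The paper's text does not name the release of the annotation or the strand setting of the counting, so genes that overlap, lie antisense to each other or have near-identical copies can share or lose reads. The authors also deposited a normalised signal for each gene, which is the count divided by a DESeq2 size factor of the library. Size factors computed here by the median-of-ratios method over all 20 libraries gave the same values when the 2 summary lines of HTSeq-count, reads outside genes and ambiguous reads, were kept among the genes. Besides these lines the table holds 25102 genes, of which 9025 have only a LOC name, and a gene with no read in any library has no entry. Of the names, 21267 were found in a RefSeq gene table of the assembly calJac240_pri. Its build is not the one of the counts, so its order of genes was used for the neighbours of CDH1 and no coordinates are given.

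The number of reads counted on genes lay between 4784964 and 22067099 per library, with a median of 11599813, and 10.6% to 23.2% of the counted reads fell outside annotated genes. The smallest level reported for a library is 3 counts, and such floors cover counting error only. Where both libraries of a group had 3 counts or fewer, the fold change is a lower bound computed against 3 counts, and no fold change is given where both groups were that low.

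Raw counts were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test, TMM normalisation). The model had 1 coefficient per condition over all 20 libraries, which left 10 residual degrees of freedom and a common dispersion of 0.0203, and edgeR's filter on low counts by condition left 15797 genes. P-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was counted as differentially expressed at the thresholds of the paper, an adjusted p under 0.05 and a log2 fold change beyond 2. In this way 8 comparisons of conditions were made. In addition, 2 interactions were tested with the adjusted p alone. They were the difference of the sorting effect between the ActA conditions and the difference of the ActA effect on pre-ME between the media. Levels, distances and correlations used the authors' normalised counts as log2 with a pseudocount of 1. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

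The replicate numbers of the labels gave the pairing of libraries between conditions, and every comparison was fitted with this number as a block as well. No group had 3 libraries, so the libraries were not split in other ways. The genes named were fixed by a rule. It covers each gene that the paper names for RNA-seq or shows in Figs 4A, 4B, 6D, 6E, 7B, S5B, S5C, S6B, S6D, S6E and S7, the genes of the sort markers, the HOXA and WNT families, and the 5 genes with a symbol and the largest change each way in each comparison, among those past both thresholds with replicates that did not overlap. CDH1, CDH3, ZFP90 and LOC103789475 in the comparison of media were chosen after their values were seen. The paper's figures show these same libraries, so gene lists taken from them may not be independent of the data. The number of listed genes that pass, also with adjustment over a list alone, is therefore descriptive.

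The tests were run first on counts simulated from the means and depths of these libraries with 200 genes changed by a log2 fold change of 3. edgeR on 20 libraries called 199 of them and 2 others among 15250 genes tested, edgeR on 4 libraries 196 and 1 other among 13742, and DESeq2 197 and 1 other among 15797. The changes were placed in cjPGCLCs without ActA, in genes with a mean of at least 1 CPM. All conditions were simulated with the same spread between replicates. The simulation therefore cannot show how a shared spread performs where conditions differ in spread, as they do in these data. Gene lists were compared with 10000 random lists of the same size matched on mean expression. To test for effects of depth, the counts of all libraries were thinned at random to 4784964 per library, the total of the shallowest.

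Alternatives were DESeq2 1.42.0 on all 20 libraries or on those of a comparison only, with or without fold changes shrunken by a normal prior, edgeR on the libraries of a comparison only, DESeq2's size factors in place of TMM, no filter on low counts, a filter at a mean of 1 CPM, glmTreat, which tests against the fold change threshold, the replicate block, each library left out in turn (20 fits), adjustment over a gene list alone, a pseudocount of 10, Spearman's correlation, TMM-normalised CPM, and genes with a mean of at least 10 normalised counts. GO terms and the human and mouse datasets of the paper were not analysed here.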

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

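Of the tests below, the counts of CDH1 over all libraries, the number of interaction genes without the cjiPSC libraries and the share of reads outside genes in pre-ME were chosen only after the results had been seen.

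With ActA, FOXA2 had the largest increase among the genes ranked between cjPGCLCs and somatic cells, and without ActA it was not among the 5 largest. It had 227 and 59 counts in cjPGCLCs with ActA and 682 and 226 without, against 0 and 0 in the somatic cells with ActA and 2 and 0 in those without, so it was at least 26.2-fold and at least 64.1-fold higher in cjPGCLCs, in both libraries of each group. The adjusted p was 6.48e-05 with ActA and 3.26e-06 without with edgeR, 6.7e-05 and 3.44e-06 with the replicate block, and 7.15e-07 and 1.58e-10 with DESeq2 on all 20 libraries. The paper stained sections of embryoid bodies for FOXA2 protein, on day 6 by the legend, and found it only in a few SOX17 single-positive cells (Fig S3D). The counts are of RNA from cells sorted on day 4, so day and measure differ. FOXA2 is used as a marker of endoderm, and endoderm cells may have entered the INTα6/CXCR4 double-positive gate. A list of 15 other endoderm markers, without FOXA2, SOX17 and CXCR4, was written before their values were looked up. Only 8 of the list had enough counts for the test, too few for a check of the whole list, so the result holds for these 8 only. All 8 of them were higher in cjPGCLCs in both comparisons, with a median log2 fold change of 1.63 with ActA and 3.12 without, the percentile among the random lists being 100 in both. A second candidate explanation is that the gate took up epithelial cells. Of 13 epithelial markers, 10 had enough counts, again too few for the whole list. Of these, 6 were higher with ActA and 8 without, with medians of 0.96 and 1.13 at percentiles of 100 and 99.99. The third explanation was the greater depth of some cjPGCLC libraries. With all libraries thinned to the same total, 186 genes were higher and 20 lower in cjPGCLCs with ActA, 305 and 58 without, and FOXA2 had an adjusted p of 4.17e-05 and 7.12e-07, so depth did not account for the difference. Expression of FOXA2 by the cjPGCLCs themselves cannot be told apart from endoderm or epithelial cells in the sorted population with these counts.

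CDH1, the gene of E-cadherin, was singled out after its values were seen. It had 3105 and 1351 counts in cjiPSCs in TESR medium and 3 and 3 in cjPSCM, and was at least 428-fold lower in cjPSCM in both libraries (adjusted p = 1.27e-10, 4.39e-10 with the replicate block and 1.21e-44 with DESeq2 on all 20 libraries). It had at most 8 counts in the 14 libraries of cells kept in cjPSCM or derived from them, and 62 to 3105 in the 6 libraries of cells kept in TESR medium or derived from them, so a single aberrant library was not the reason. A general loss of epithelial expression in cjPSCM may be involved. Of 13 epithelial markers, 10 had enough counts, too few for a check of the list, and 2 of these were higher in cjPSCM. Their median log2 fold change was -0.74, at percentile 0.76 of the random lists. A gain of mesenchymal expression was not seen. Of 11 mesenchymal markers tested, 3 were higher in cjPSCM, and their median of -0.68 lay at percentile 0.04. Loss or silencing of a whole region around CDH1 was tested on the 5 tested genes on each side. Their median log2 fold change was 0.06, at percentile 66.69, and 5 of the 10 genes were higher. This test could not see a loss limited to one side. The 3 nearest of these genes on one side, CDH3, ZFP90 and LOC103789475, had log2 fold changes of -4.68, -0.91 and -1.99, so a loss on that side remains open. The libraries of the media come from separate cultures, and an effect of the medium cannot be told apart from an event in the culture kept in cjPSCM.

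The effect of ActA on pre-ME differed between TESR medium and cjPSCM for 63 genes at an adjusted p under 0.05 of the interaction. Without the 4 cjiPSC libraries in the model the number was 3066, among them all 63 of these genes. The spread between the cjiPSC replicates, which enters the estimate shared by all libraries, may therefore hold the number down. The difference between cjPGCLCs and somatic cells depended on ActA for 10 genes, and for 182 without the cjiPSC libraries, 10 of them shared. With all libraries thinned to the same total the numbers were 38 for the media and 16 for the sorted cells, so both interactions had genes past the threshold at equal depth.

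Among the genes named by the rule, NANOG, GATA6 and KLHL4 had such a difference of the ActA effect between the media. NANOG had 118 ± 1.4 normalised counts without and 1079 ± 38.0 with ActA in pre-ME from TESR medium, and 873 ± 162 and 1494 ± 124 in pre-ME from cjPSCM (SD, n = 2 each). It was higher with ActA in both libraries of each medium, and the log2 fold changes differed by 2.44 (standard error 0.38, adjusted p = 0.0114), with 2.23 to 2.62 when 1 library was left out. GATA6 rose from 108 ± 34.9 to 459 ± 173 normalised counts with ActA in TESR pre-ME and had 405 ± 23.0 and 404 ± 77.2 without and with it in cjPSCM pre-ME (SD, n = 2 each), an interaction of 2.11 (standard error 0.39, adjusted p = 0.0227). It was higher with ActA in both TESR libraries, and the cjPSCM libraries overlapped. KLHL4 had 78.9 ± 15.7 and 121 ± 20.5 normalised counts without and with ActA in TESR pre-ME, and 132 ± 7.04 and 63.9 ± 3.01 in cjPSCM pre-ME (SD, n = 2 each), an interaction of 1.69 (standard error 0.34, adjusted p = 0.0372). It was higher with ActA in both TESR libraries and lower in both cjPSCM libraries. The adjusted p was 0.00741, 0.00408 and 0.0173 for NANOG, GATA6 and KLHL4 with the replicate block, and 1.94e-06, 5.18e-05 and 0.00162 with DESeq2 on all 20 libraries. After thinning to equal depth the interaction of NANOG was 2.24 with an adjusted p of 0.0200, so depth did not account for it. A batch shared by all TESR pre-ME libraries would cancel in the effect of ActA. In the TESR pre-ME libraries the mean share of reads outside annotated genes changed by -0.972 percentage points with ActA, in the cjPSCM pre-ME libraries by 1.87, a difference of -2.84, while the replicates of a condition differed by up to 2.49. This share cannot bear on the level of NANOG, so the check is void and no doubt about the difference follows from it. For GATA6 and KLHL4 these explanations were not tested.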

How the results depend on the processing

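The alternatives were chosen before the data were examined, except the crossed pairing, edgeR without the cjiPSC libraries, and DESeq2 on 8, 12 or 16 libraries or with the summary lines of HTSeq-count kept, which were chosen after seeing the data. A gene without enough counts under an alternative has no value there, glmTreat and shrunken fold changes were not run for the interactions, and where a library was left out no test was made. For the changes reported below, the cause was not tested unless stated.

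Among the fold changes of the genes named, 1909 values under alternatives stayed on their side of the thresholds and kept their direction, 270 no longer passed, 8 newly passed and 2 reversed. EPCAM between the media reversed to -0.00320 without a filter, and MIXL1 between cjPGCLCs and somatic cells without ActA to -0.0077 with DESeq2 on the libraries of the comparison only. With 1 library left out, 697 values moved by less than the spread between replicates, 77 moved by more and 2 reversed. The reversed values belong to EOMES in cjPGCLCs against somatic cells without ActA, from -0.76 to 1.12, and DPPA3 in the interaction of sorting and ActA, from -3.07 to 4.76, both genes with few counts in the sorted cells. Of counts of genes and other summaries, 309 values stayed within 1.5 times or within the spread, 60 fell, 16 rose and 7 moved. Of the levels in Fig 6E, 27 stayed within the spread of the replicates and 21 moved.

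With DESeq2's size factors in place of TMM, no count of genes left 1.5 times the edgeR count. The largest shift of the median of all genes was -0.03 (log2) and the largest change in the share of higher genes -2.48 percentage points, both in pre-ME − ActA against cjiPSCs.

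Under glmTreat, 288 genes were higher and 172 lower in cjPSCM than in TESR medium, 45 and 2 with ActA in TESR pre-ME, 40 and 19 in pre-ME + ActA and 18 and 66 in pre-ME − ActA against cjiPSCs, and 2 and 29 in pre-ME − ActA against + ActA. In cjPGCLCs against somatic cells, 17 and 0 were called with ActA, with 218 genes at an unadjusted p under 0.05, and 77 and 0 without, with 329. Between the cjPGCLCs of both protocols 0 and 0 were called, with 38 at an unadjusted p under 0.05. Of the gene lists, 4 mesoderm genes of Fig S5C were higher, 2 HOXA genes lower, 0 WNT genes higher (1 at an unadjusted p under 0.05), and 0 genes of Fig 6D higher with ActA (1 at an unadjusted p under 0.05) and 1 without. glmTreat tests each gene against the fold change threshold itself and calls fewer genes by design.

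With DESeq2 on all 20 libraries, 12 genes were higher in cjPGCLCs without ActA than in those with it, also with the summary lines kept (12). With shrunken fold changes, 356 genes were lower in cjPSCM, 146 and 45 higher and lower with ActA in TESR pre-ME, 119 and 162 in pre-ME + ActA against cjiPSCs, 94 higher in pre-ME − ActA, 36 and 133 higher and lower in pre-ME − ActA against + ActA, 7 and 30 lower in cjPGCLCs than in somatic cells with and without ActA, 10 and 25 between the cjPGCLCs, and 1 WNT gene higher. With DESeq2 on the libraries of the comparison only, 349 genes were lower in cjPSCM, 100 and 164 higher and lower in pre-ME + ActA and 100 higher in pre-ME − ActA against cjiPSCs, 15 lower in cjPGCLCs with ActA and 12 higher in cjPGCLCs without ActA. edgeR on these libraries only gave 46 and 61 in pre-ME + ActA and 64 and 278 in pre-ME − ActA against cjiPSCs. With no filter, 29 genes were higher in cjPGCLCs without ActA, 4 WNT genes were higher and 1 gene of Fig 6D was lower without ActA, and with a mean of at least 1 CPM 220 genes were higher in pre-ME − ActA than in cjiPSCs. With adjustment over the list alone, 2 genes of Fig 6D were lower with ActA and 1 without.

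DESeq2 on the 16 libraries without TESR pre-ME gave 144 higher genes in pre-ME + ActA and 192 in pre-ME − ActA against cjiPSCs, 60 in pre-ME − ActA against + ActA and 11 in cjPGCLCs without ActA, and 17 lower genes in cjPGCLCs with ActA. Keeping the summary lines gave 144, 192, 59, 11 and 17. On the 12 cjiPSC and pre-ME libraries, 207 genes were higher in pre-ME − ActA than in cjiPSCs and 70 than in pre-ME + ActA, where 3 HOXA genes were lower.

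The number of genes in the interactions varied widely. For sorting and ActA, 93 genes passed with DESeq2 on all 20 libraries, 234 with DESeq2 and 125 with edgeR on the 8 sorted libraries, 269 with no filter, 182 without the cjiPSC libraries and 25 with the replicate block, and each of these sets held all 10 genes of the edgeR test. For ActA and medium the numbers were 334, 2284, 2513, 735 and 3066 in the same order, holding all 63 genes of the edgeR test except for 61 with DESeq2 on the libraries of the comparison only. The replicate block gave 69, with 59 shared. In the comparisons of conditions, no count under the block left 1.5 times the count without it. Deviations of same-numbered cultures had correlations across genes between -0.204 and 0.258.

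The correlations between cjPGCLC libraries lay between 0.969 and 0.974 as Spearman's and between 0.991 and 0.996 with TMM-normalised CPM, and the lowest over genes with a mean of at least 10 normalised counts was 0.970. In each of these settings the pairs of replicates lay above all pairs of different conditions. The distance between media over the genes of Fig 4B was 14.1 with a pseudocount of 10 and 17.0 over genes with such a mean.

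In the somatic cells without ActA, 3 counts stand for up to 0.627 CPM, and whether depth kept single genes from passing was not tested. In the comparisons with cjiPSCs in cjPSCM, without replicate 1 of these cells, 318 of 483 and 463 of 832 genes kept a log2 fold change beyond 2 in the same direction in pre-ME + ActA and pre-ME − ActA. Between the cjPGCLCs of both protocols, 35 to 58 of 60 genes did so with 1 library left out.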

Differences from the paper's values

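DESeq2 on 8, 12 or 16 libraries or with the summary lines of HTSeq-count kept was chosen after seeing the values, to look at the distance from the paper's numbers, and the other tests were not. No number of genes or level that the paper gives lay beyond 1.5 times the value found here with edgeR on all 20 libraries or with the authors' normalised counts.

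Between cjPSCM and TESR medium edgeR called 871 higher and 579 lower genes, against the paper's 857 and 527. DESeq2 on all 20 libraries gave 860 and 527, so the paper's number of lower genes was reached, and the numbers were the same with the summary lines kept. On the 16 libraries without TESR pre-ME, DESeq2 gave 806 and 462, and on the 12 cjiPSC and pre-ME libraries 806 and 508. In TESR pre-ME with ActA 226 genes were higher and 90 lower, against the paper's 176 and about 61 in Fig S5B, read by eye. DESeq2 on all 20 libraries gave 211 and 74, on 12 libraries 194 and 68 and on 8 libraries 215 and 83, and edgeR on genes with a mean of at least 1 CPM 183 and 60. In pre-ME − ActA against pre-ME + ActA 109 genes were higher and 225 lower, against the paper's 89 and 198. DESeq2 on all 20 libraries gave 79 and 176, edgeR on the libraries of the comparison only 99 and 193, and DESeq2 on the 8 pre-ME libraries 97 and 202. Of the alternatives set before the data were examined, these lay beyond 1.5 times the paper's number: glmTreat in all 3 comparisons, DESeq2 on the libraries of the comparison only for the lower genes in cjPSCM, no filter for both directions in TESR pre-ME, edgeR on the libraries of the comparison only for the lower genes in TESR pre-ME, and shrunken fold changes for the higher genes in pre-ME − ActA. A pseudocount of 10 raised low levels of Fig 6E beyond 1.5 times, such as DPPA3 in somatic cells without ActA at 3.47, against about 1.1 in Fig 6E, read by eye.

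The paper describes POU5F1 and NANOG as unchanged between the media. Here both were higher in cjPSCM, where the libraries of the 2 media did not overlap, with an adjusted p under 0.05 and a log2 fold change under 2 (POU5F1 0.89, NANOG 1.21). The test shares its spread over all conditions, and the replicates of these 2 media differed most. At an adjusted p under 0.05 alone, 5716 genes passed between the media, and 1794 with edgeR on the libraries of the comparison only. The p-values of POU5F1 and NANOG may therefore be too small. In TESR pre-ME the paper lists EOMES, SNAI1 and GSC among the genes up with ActA. EOMES had a log2 fold change of 1.55, under the threshold of 2, SNAI1 0.51 with an adjusted p over 0.05, and GSC too few counts. With no filter GSC passed both thresholds, with a log2 fold change of 2.76. HAND3 was not analysed here. WNT3A, given as up-regulated in pre-ME + ActA against cjiPSCs, had an adjusted p of 0.0634, and it passed both thresholds with no filter, with a log2 fold change of 3.66.

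Of the PGC genes that the paper describes as up-regulated in cjPGCLCs, PRDM1 was past the adjusted p in both comparisons with log2 fold changes under 2, and NANOG, POU5F1, EOMES and NR5A2 were not past it. NR5A2 without ActA passed both thresholds with no filter (3.13) and when the adjustment was made over the genes of Fig 6D alone (adjusted p = 0.0163). NANOG without ActA passed the adjusted p with DESeq2 on all 20 libraries (0.0246, log2 fold change 1.00) and over this list alone, with a fold change under the threshold. Of the somatic genes described as down-regulated, HOXD4, HOXB6, MIXL1 and HAND1 were not past the adjusted p over all genes. HOXD4 passed both thresholds without ActA with no filter (-2.60), and over the list alone HOXD4 passed them with and without ActA and HOXB6 with ActA (adjusted p = 0.0448 and 0.0163 for HOXD4, 0.0448 for HOXB6). HAND1 with ActA passed the adjusted p over the list alone with a log2 fold change under 2. SOX2, described as lower in cjPGCLCs, passed the adjusted p with ActA (log2 fold change -1.04) and not without ActA (-0.74, adjusted p = 0.0804), where the replicate block gave an adjusted p of 0.0186 and DESeq2 on all 20 libraries 0.0437, and both cjPGCLC libraries were lower than both somatic libraries.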

Other observations

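The tests of WNT target genes and of the share of reads outside genes were chosen after the difference between the replicates had been seen.

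The replicates of cjiPSCs in cjPSCM differed more than those of any other condition. The SD over genes of their log2 difference was 0.885, against 0.279 to 0.571 in the other 9 conditions. A candidate explanation is that some cells of replicate 2 were on the way to pre-ME. A list of 8 WNT target genes induced in pre-ME had a median log2 difference of 0.51 between replicate 2 and replicate 1, at percentile 97.29 of the random lists, and 5 of the 8 were higher in replicate 2. Another is a difference between library batches. Reads outside annotated genes made up 19.3% in replicate 2, within the range of the pre-ME and sorted libraries, and 12.2% in replicate 1, below that range. A difference in depth was tested by thinning all libraries to the same total, after which the SD was 0.782, against at most 0.571 in the other conditions, so depth did not account for it. With 1 library on each side, cells on the way to pre-ME and a library batch remain and cannot be told apart. Causes not named here were not tested and remain open as well.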
